# Spatial mapping of the total transcriptome by in situ polyadenylation

**DOI:** 10.1038/s41587-022-01517-6

**Published:** 2022-11-03

**Authors:** David W. McKellar, Madhav Mantri, Meleana M. Hinchman, John S. L. Parker, Praveen Sethupathy, Benjamin D. Cosgrove, Iwijn De Vlaminck

**Keywords:** Transcriptomics, Viral host response, Long non-coding RNAs, miRNAs, Small RNAs

## Abstract

Spatial transcriptomics reveals the spatial context of gene expression, but current methods are limited to assaying polyadenylated (A-tailed) RNA transcripts. Here we demonstrate that enzymatic in situ polyadenylation of RNA enables detection of the full spectrum of RNAs, expanding the scope of sequencing-based spatial transcriptomics to the total transcriptome. We demonstrate that our spatial total RNA-sequencing (STRS) approach captures coding RNAs, noncoding RNAs and viral RNAs. We apply STRS to study skeletal muscle regeneration and viral-induced myocarditis. Our analyses reveal the spatial patterns of noncoding RNA expression with near-cellular resolution, identify spatially defined expression of noncoding transcripts in skeletal muscle regeneration and highlight host transcriptional responses associated with local viral RNA abundance. STRS requires adding only one step to the widely used Visium spatial total RNA-sequencing protocol from 10x Genomics, and thus could be easily adopted to enable new insights into spatial gene regulation and biology.

## Abstract (web summary)

Spatial RNA sequencing is extended beyond poly-A transcripts to capture the full transcriptome.

## Main

Spatial transcriptomics provide insight into the spatial context of gene expression^1–5^. Current methods are restricted to capturing polyadenylated transcripts and are not sensitive to many species of non-A-tailed RNAs, including microRNAs, newly transcribed RNAs and many nonhost RNAs. Extending the scope of spatial transcriptomics to the total transcriptome would enable observation of spatial distributions of regulatory RNAs and their targets, link nonhost RNAs and host transcriptional responses, and deepen our understanding of spatial biology.

Recent single-cell RNA-sequencing methods, Smart-Seq-Total^6^ and VASA-seq^7^, have adapted enzymatic polyadenylation to enable plate-based and microfluidic-based single-cell total RNA-sequencing, respectively. These methods demonstrated that non-A-tailed RNAs comprise information on cell type and cell state, but both methods lack spatial information. Here, we demonstrate spatial total RNA-sequencing (STRS), a method that enables spatial profiling of both the A-tailed and non-A-tailed transcriptome. This is achieved with a simple modification of a commercially available protocol for spatial RNA-sequencing (Visium, 10x Genomics). STRS uses poly(A) polymerase to add poly(A) tails to RNAs in situ. STRS otherwise follows conventional protocols to capture, spatially barcode and sequence RNAs. STRS is compatible with existing approaches for sequencing-based spatial transcriptomics, is straightforward to implement and adds minimal cost and time to an already widely used commercially available workflow. STRS enables the capture of many RNAs that are missed by conventional workflows, including noncoding RNAs, newly transcribed RNAs and viral RNAs. To demonstrate the versatility of the method, we applied STRS to study the regeneration of skeletal muscle after injury and the pathogenesis of viral-induced myocarditis.

## Results

### STRS enables capture of coding and noncoding RNAs

STRS adds a single step to a commercially available method for spatial RNA-sequencing (Visium Spatial Gene Expression, 10x Genomics) to capture the total transcriptome^8^. As in the Visium method, the sample is first sectioned, fixed with methanol and stained for histology. After imaging, the sample is rehydrated and then incubated with yeast poly(A) polymerase for 25 min at 37 °C. This enzyme adds poly(A) tails to the 3′ end of all RNAs so that endogenous poly(A) tails are extended, and non-A-tailed transcripts are polyadenylated. After in situ polyadenylation, STRS again follows the Visium protocol without modification (Fig. 1a). One important feature of the Visium method that we leverage in STRS, is its use of a strand-aware library preparation. We found that strandedness is critical for the study of noncoding and antisense RNAs (see below) and must be considered in bioinformatic analyses (Supplementary Fig. 1).

**Fig. 1:**
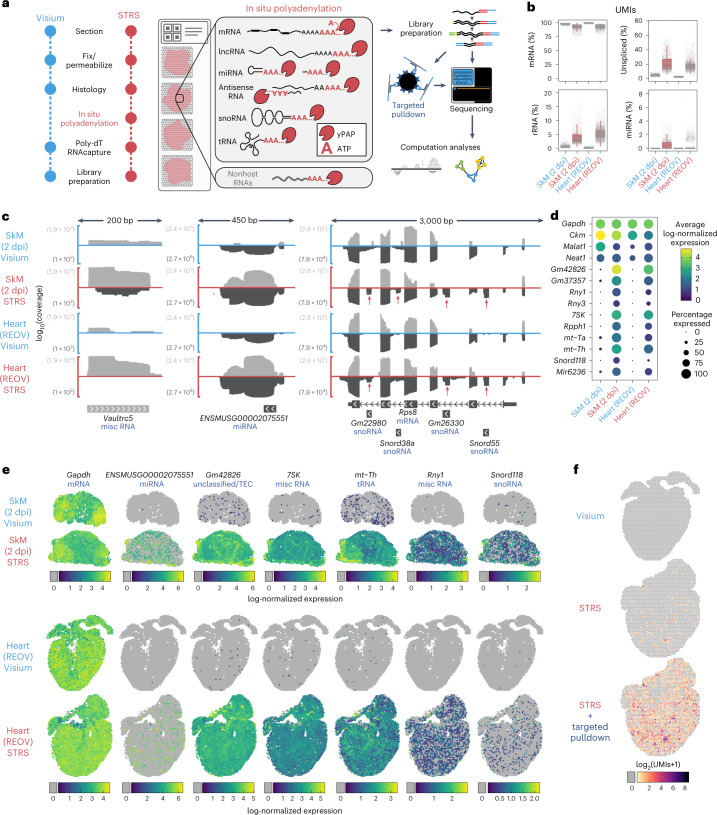
In situ polyadenylation enables spatial profiling of noncoding and nonhost RNAs. **a**, Workflow for STRS. **b**, Comparison of select RNA biotypes between Visium and STRS datasets. The *y* axis shows the percent of UMIs for each spot. The box shows median and quartile values, and whiskers show 1.5 times interquartile range. **c**, Detection of coding and noncoding RNAs between Visium and STRS workflows. Color scale shows average log-normalized UMI counts. Dot size shows the percentage of spots in which each RNA was detected. **d**, Log_10_-transformed coverage of deduplicated reads mapping to sense (light gray) and antisense (dark gray) strands at the Vaultrc5, ENSMUSG00002075551 and Rps8 loci. Annotations shown are from GENCODE M28 and include one of the five isoforms for Rps8 as well as the four intragenic features within introns of Rps8. **e**, Spatial maps of coding and noncoding transcripts for Visium and STRS workflows. Spots in which the transcript was not detected are shown as gray. Color scale indicates log-normalized expression. **f**, Detection of REOV transcripts using the standard workflow, STRS and STRS with targeted pulldown enrichment. Spots in which the virus was not detected are shown as gray.

To test the performance and versatility of STRS, we applied it to two distinct mouse tissue types: injured hindlimb muscle^5^ and virally infected heart tissue^4^. We quantified the percentage of unique molecules (UMIs) as a function of RNA biotype (GENCODE M28 annotations; Fig. 1b). Compared with the Visium method, we found similar counts for protein-coding and other endogenously polyadenylated transcripts (Supplementary Figs. 1–3). STRS enabled robust detection of several types of noncoding RNAs that are poorly recovered or not detected at all by the Visium method, including ribosomal RNAs (rRNAs; mean of 5.4% and 2.6% of UMIs for STRS and Visium respectively; computed across all Visium and STRS samples included in this study), microRNAs (miRNAs; 0.4% in STRS versus 0.004% in Visium), transfer RNAs (tRNAs; 0.4% in STRS versus 0.02% in Visium), small nucleolar RNAs (snoRNAs; 0.2% in STRS versus 0.002% in Visium), and several other biotypes (Fig. 1b and Supplementary Figs. 2–6). STRS libraries also had an increased fraction of unspliced transcripts (2.7% in Visium versus 18.3% in STRS). Unspliced or nascent RNA counts have been used to predict transcriptional trajectories for single cells. Improved detection of nascent RNAs may enable more accurate trajectory imputation and reveal the dynamics of spatial gene expression. Finally, STRS libraries had an increased fraction of reads that map to intergenic regions, reflecting increased capture of unannotated transcriptional products (22.2% in STRS versus 9.5% in Visium; Supplementary Fig. 1b,c).

We also compared RNA biotype profiles of STRS to existing single-cell total RNA-sequencing datasets (Smart-Seq-Total^6^ and VASA-drop^7^) and found that STRS performed similarly to VASA-drop, but Smart-Seq-Total had a higher fraction of non-protein-coding RNAs (Supplementary Fig. 6). We further tested the compatibility of in situ polyadenylation with single-nucleus RNA-sequencing and found that these data were even more enriched with intergenic reads (6.8% versus 40%; Supplementary Fig. 7c). Given the enrichment of intergenic reads, we applied TAR-scRNA-seq^9^, a gene-annotation-free pipeline that identifies transcriptionally active regions in single-cell RNA-sequencing data. We found that in situ polyadenylation enables around three times higher capture of UMIs mapping to transcriptionally active regions outside of known gene annotations when added to the Chromium workflow (Supplementary Fig. 7d). We found that STRS captured many RNAs that were not present in Visium libraries. Many of these features map outside of or antisense to known annotations (Fig. 1c). We also found that STRS detected many noncoding transcripts that are intragenic to other genes (Fig. 1c). Standard short-read sequencing was sufficient to delineate these features from the surrounding host genes, as reflected by the expression count matrices for STRS versus Visium data (Fig. 1d). Most importantly, we were able to spatially map each of these features and visualize spatial patterns of gene expression (Fig. 1e). We found that features that were incompletely annotated (*ENSMUSG00002075551*) showed sparse spatial expression. Several highly abundant genes showed homogenous patterns of expression, reflecting putative (*Gm42826*) or known (*7SK*) housekeeping roles^10^.

We also asked whether in situ polyadenylation enables capture of non-A-tailed viral RNA. To this end, we assayed murine heart tissues infected with Type 1-Lang reovirus (REOV), a segmented double-stranded RNA virus that expresses ten transcripts that are not polyadenylated. No REOV transcripts were detected with the Visium workflow, whereas STRS enabled detection of more than 200 UMIs representing all ten REOV gene segments (Fig. 1f). To deeply profile viral RNAs, we performed targeted enrichment of viral-derived cDNA from the final sequencing libraries and resequenced the products. This enrichment led to a further increase of around 26-fold of the mean viral UMIs captured per spot (minimum L1 segment with 262 UMIs, maximum S4 segment with 1095 UMIs). Taken together, these findings demonstrate that STRS enables the study of many types of RNAs that are not detectable with existing technologies.

### STRS reveals spatial gene regulation in muscle regeneration

Skeletal muscle regeneration is a coordinated system guided by complex gene regulatory networks^5,11–15^. We applied STRS to spatially map the coding and noncoding transcriptome in a mouse model of skeletal muscle regeneration. We injured tibialis anterior muscles and then collected tissues at 2, 5 and 7 days postinjury (dpi) in addition to an uninjured control (Methods). Hematoxylin and eosin (H&E) imaging showed immune infiltration centrally within tissue sections at 2 and 5 dpi, which was mostly resolved by 7 dpi (Fig. 2a). Unsupervised clustering identified spots in the injury loci, spots around the border of the injury loci and spots under intact myofibers (Fig. 2b; Methods).

**Fig. 2:**
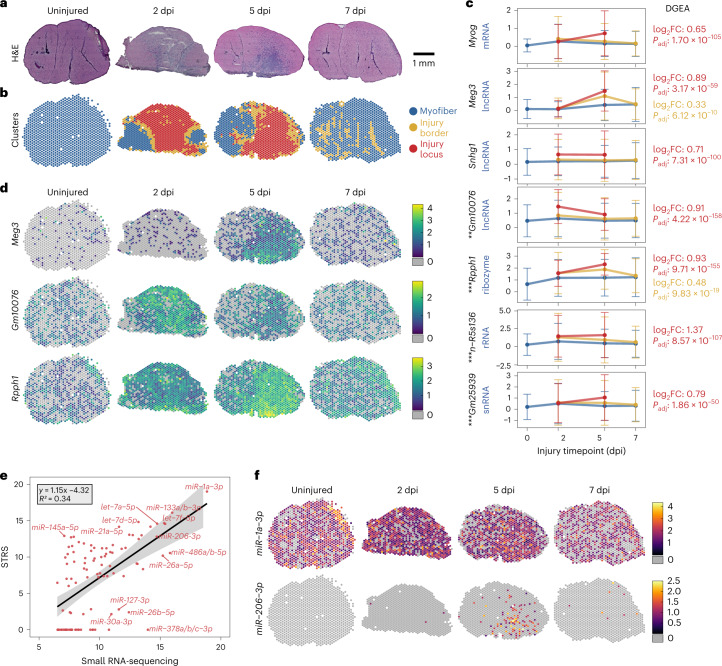
Spatial total RNA-sequencing of regenerating skeletal muscle. **a**, H&E histology of mouse tibialis anterior muscles collected 2, 5 and 7 dpi. **b**, Clustering of spot transcriptomes based on total transcriptome repertoires (Methods). **c**, Differentially expressed RNAs across regional clusters. The *y* axis shows log-normalized expression of each feature. Mean expression across each cluster is reported, colored according to the legend in **b**. Error bars show s.d. Reported statistics to the right of plots reflect differential gene expression analysis performed across clusters on merged STRS samples (*n* = 4,257 spots from four tissue sections; two-sided Wilcoxon Rank-Sum test; Methods). Asterisks next to transcript names reflect differential expression analysis performed across skeletal muscle Visium (*n* = 2,806 spots from three tissue sections) and STRS samples showing adjusted *P* value (*P*_adj_) (**P_adj_ < 10-50, ***P_adj_ < 10–150; two-sided Wilcoxon Rank-Sum test; Methods). FC, fold change. **d**, Spatial maps for select features from **c**. Color sale indicates log-normalized expression, or that the transcript was not detected (gray). **e**, Average detection of miRNAs compared between small RNA-sequencing (*n* = 8) and STRS (*n* = 4). Axes show log_2_ counts per million transcripts, normalized to the total number of transcripts that map to small RNA loci with miRge3.0 (Methods). The top 100 most abundant miRNAs detected by small RNA-sequencing are shown. Line shows a linear regression and 95% confidence interval. **f**, Spatial maps of mature miRNA expression detected by STRS. Color scale shows log-normalized miRNA counts, quantified by miRge3.0. Gray indicates spots in which the transcript was not detected.

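The small RNA-sequencing average of Fig. 2e pools 4 time points, with 2 libraries from whole tibialis anterior muscle before injury and 2 each at 2, 5 and 7 days post-injury (dpi). The authors deposited raw counts per mature miRNA, which were scaled here to CPM, as a share of all miRNA counts in the library. Among the myomiRs, miR-206-3p varied most over these time points. It stood at 6084 ± 2349 CPM in uninjured muscle, 14129 ± 9565 at 2 dpi, 81233 ± 28566 at 5 dpi and 92571 ± 22041 at 7 dpi (SD, n = 2 libraries at each time point). Every library at 5 and 7 dpi, from 61033 to 108156 CPM, lay above every earlier library, of which the highest was 20893 CPM. Its log2 fold change against uninjured muscle was 1.11 at 2 dpi (standard error 0.60, adjusted p = 0.489), 3.17 at 5 dpi (standard error 0.65, adjusted p = 0.0613) and 3.44 at 7 dpi (standard error 0.66, adjusted p = 0.0612), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 678 miRNAs. In this fit none of these passed an adjusted p of 0.05. Scaling by total counts alone moved the 5 dpi value most, to a log2 fold change of 3.74 (adjusted p = 0.0376), and over all alternatives its adjusted p ran from 1.78e-11 to 0.136. At 7 dpi the adjusted p ran from 1.30e-13 to 0.0861 and was under 0.05 in 11 of the alternatives and above it in 5, so the side of the threshold depended on the processing. The change at 2 dpi rested on 1 library, and without replicate B of that time point the value was -0.15. By contrast, miR-1a-3p changed by 0.03 at 2 dpi, -0.69 at 5 dpi and -0.67 at 7 dpi (log2, standard error 0.32 for each), with an adjusted p of 0.434 over all time points in the same fit. The 2 dpi value lies near 0 and changed sign under a stricter filter on low counts, to -0.04. With total counts the later values shrank to -0.15 at 5 dpi and -0.20 at 7 dpi. The stricter filter enlarged them to -0.75 at 5 dpi and -0.83 at 7 dpi. The entry for miR-133a-3p and miR-133b-3p, which the files count together, held 71309 ± 37739 CPM in uninjured muscle, 56280.0 ± 2212 at 2 dpi, 58098 ± 7707 at 5 dpi and 82999 ± 11629 at 7 dpi (SD, n = 2 libraries each). No difference over all time points was called for it (edgeR adjusted p = 0.600).

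In GRCm39, the gene for the miR-206 hairpin lies on chromosome 1 from 20749234 to 20749306 on the forward strand, within an exon of the lncRNA Lincmd1. Its RNA sequence is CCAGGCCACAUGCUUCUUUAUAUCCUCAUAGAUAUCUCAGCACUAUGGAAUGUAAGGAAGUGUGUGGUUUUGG. The Mir133b hairpin gene also lies within an exon of Lincmd1, from 20752993 to 20753111, with 3686 bases between the 2 hairpins. Mature miR-1a-3p comes from both Mir1a-1 on chromosome 2, from 180030841 to 180030917, and Mir1a-2 on chromosome 18, from 10785481 to 10785552, so its count cannot be assigned to either locus.

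**Figure D1:**
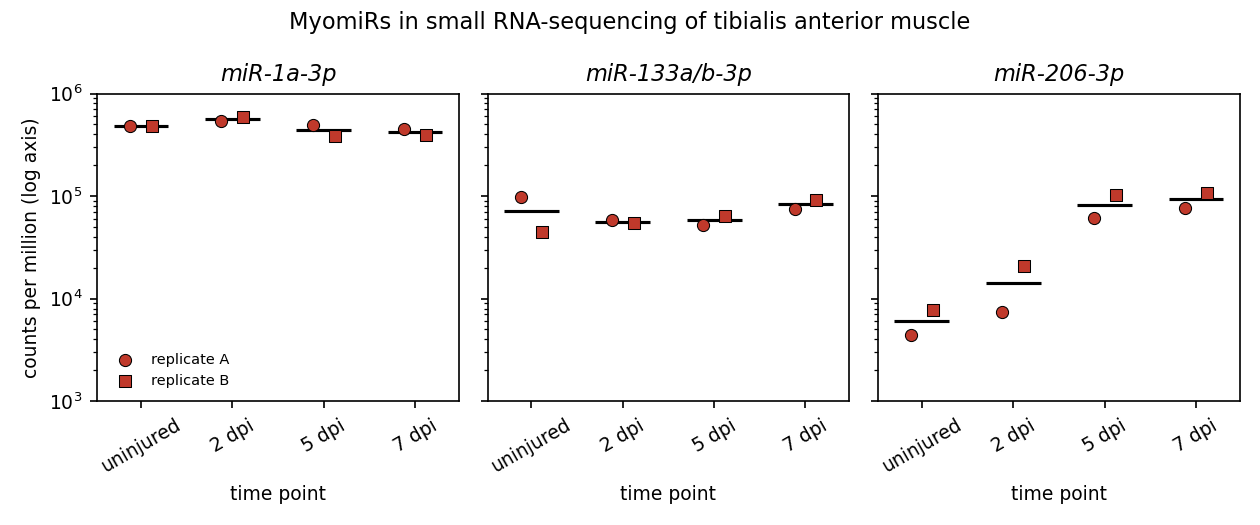
Abundance of miR-1a-3p, miR-133a/b-3p and miR-206-3p in CPM on a log axis, by time point. Circles and squares are the single libraries (replicates A and B) and lines are the means of 2 libraries; miR-206-3p goes from a mean of 6084 in uninjured muscle to 92571 at 7 dpi.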

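A per-million scale divides each library by its total miRNA count, and miR-1a-3p alone made up much of that total. Its share ranged from 38.3% in 5 dpi replicate B (95% Wilson interval 38.3 to 38.3%) to 59.2% in 2 dpi replicate B (59.2 to 59.3%). By time point the share was 48.6% ± 0.126 in uninjured muscle, 56.9% ± 3.34 at 2 dpi, 43.7% ± 7.66 at 5 dpi and 42.2% ± 4.08 at 7 dpi (SD, n = 2). The intervals cover counting error only and are far narrower than the spread between replicates at 2, 5 and 7 dpi. Where 1 miRNA takes such a share, a change in it shifts all others on this scale. TMM normalization, which estimates a scaling factor from the bulk of miRNAs, gave factors from 0.805 in uninjured replicate A to 1.27 in 5 dpi replicate B. A single count corresponds to 0.306 CPM in the library of lowest depth, 5 dpi replicate A.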

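Ranked by mean CPM over the 8 muscle libraries, the 100 most abundant miRNAs held 99.4% of the counts, and the 10 most abundant held 84.6%. The ranking ran from miR-1a-3p at 478406 ± 70501 CPM (SD, n = 8), or 18.87 on the log2 scale, to miR-106b-3p at 6.67, a 4686-fold range. The next miRNA in rank lay at 6.60, so the lower limit of the list falls in a dense part of the distribution. After miR-1a-3p came miR-133a/b-3p (67171 ± 19127 CPM), miR-486a/b-5p (63174 ± 28320), miR-206-3p (48504 ± 43732), let-7c-5p (43950.2 ± 8368), let-7f-5p (41346 ± 4441), miR-26a-5p (38161 ± 4571), let-7a-5p (27689 ± 4483), let-7b-5p (19180 ± 4759) and miR-378a/b/c-3p (16344 ± 2562; SD over n = 8 libraries for each). From miR-133a/b-3p to miR-26a-5p, neighbours in rank differed by less than their SD. The mean of log2(CPM + 1) put miR-206-3p at rank 8 instead of rank 4, and miR-145a-5p, also labelled in Fig. 2e, at rank 91 instead of rank 81. That alternative kept 98 of the 100 miRNAs. None of the 100 was listed at 0 in any muscle library.

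**Figure D2:**
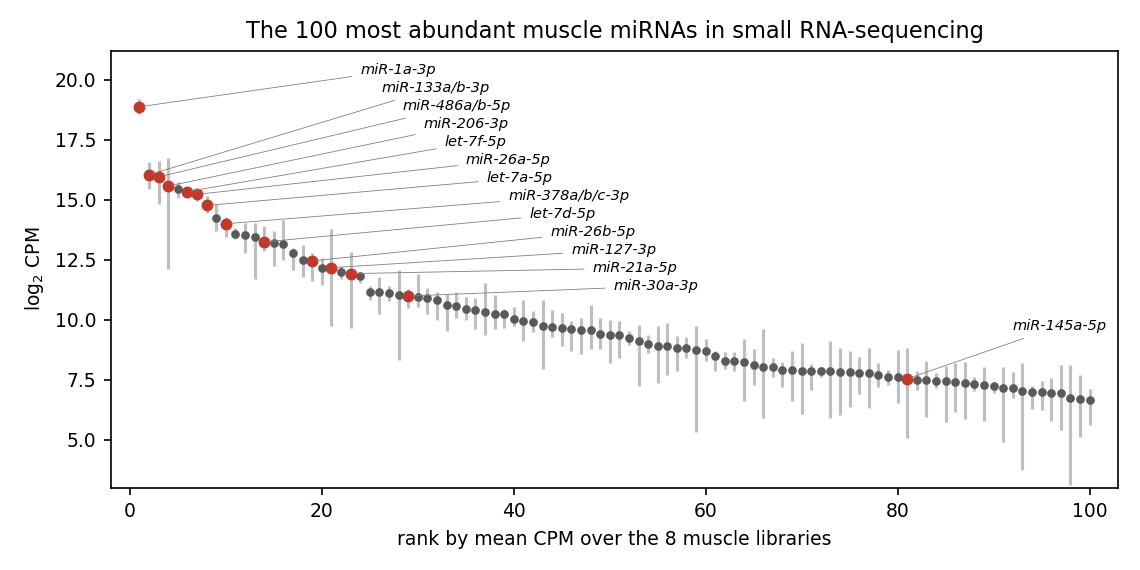
The 100 most abundant muscle miRNAs by rank (horizontal axis) and log2 of the mean CPM over 8 libraries (vertical axis). Points are means, gray bars run from the lowest to the highest library, and red points are the miRNAs labelled in Fig. 2e; values fall from 18.87 to 6.67.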

We performed differential gene expression analysis across the regional clusters to identify noncoding RNAs specific to the injury locus (Fig. 2c; Methods). We found several RNAs that were spatiotemporally associated with injury locus, many of which are undetected or poorly detected by Visium (Fig. 2c,d). *Meg3* is an endogenously polyadenylated lncRNA that has been shown to regulate myoblast differentiation in vitro. We found *Meg3* expression to be confined to the injury locus at 5 dpi, when myoblast differentiation and myocyte fusion occurs^5,16^. *Gm10076*, a transcript with a biotype annotation conflict (Ensembl: lncRNA; NCBI: pseudogene) and no known function, was highly and specifically expressed within the injury locus at 2 dpi. *Gm10076* expression was reduced but still localized to the injury site by 5 dpi and returned to baseline levels by 7 dpi. *Rpph1*, a ribozyme and component of the RNase P ribonucleoprotein which has also been shown to play roles in tRNA and lncRNA biogenesis^17,18^, showed broad expression by 2 dpi that peaked and localized to the injury site at 5 dpi. We also found that STRS captured high levels of antisense transcripts for *Rpph1*, which were not detected by the Visium chemistry. This demonstrates that STRS can robustly profile both polyadenylated and nonpolyadenylated RNAs across heterogeneous tissues.

We next performed cell-type deconvolution using BayesPrism^5,19^ on each spot individually for the Visium and STRS skeletal muscle datasets (Methods). We found that the computed cell-type spatial distributions across each STRS sample were similar to the corresponding Visium sample from the same injury timepoint (Supplementary Fig. 8a). To further assess the similarity of the spot deconvolution achieved for the STRS and Visium data, we merged the STRS and Visium spots and performed principal component analysis on cell-type fractions for all 25 cell types in the single-cell reference (theta values, BayesPrism). We found that the cell-type profiles associated based on the spot gene expression cluster and the injury timepoint and showed similar patterns regardless of the method used (Supplementary Fig. 8b–d). We finally compared mean cell-type fractions across paired samples and found high concordance between Visium and STRS (Supplementary Fig. 8e).

The role of miRNAs in skeletal muscle regeneration has been well established^14,20–22^. Mature miRNAs^23^ are around 22 nucleotides long, are not polyadenylated and are not captured by the standard Visium workflow (Supplementary Fig. 9). We asked whether STRS was able to detect mature miRNAs. 

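Bulk small RNA-sequencing reads short RNAs, after adapters are ligated to their ends, from RNA of the whole tissue and keeps no spatial information. Tibialis anterior muscles of 6-month-old female C57BL/6J mice were taken uninjured or at 2, 5 or 7 days after injection of 10 µl notexin (10 µg/ml), a snake venom toxin that damages myofibers. RNA was extracted from 10 mg of snap-frozen tissue per sample, and libraries were made with the TriLink CleanTag ligation kit. The authors trimmed reads with trim_galore v.0.6.5, then aligned and counted them with miRge3.0 v.0.0.9. The deposited values are raw counts per mature miRNA name, without normalization. Totals were 19140264 and 16831872 counts in uninjured replicates A and B, 11452955 and 17166177 at 2 dpi, 3270988 and 13241711 at 5 dpi, and 17311032 and 18523503 at 7 dpi. The 5 dpi replicate A library was therefore the least deep. The counts of the replicates at each time point differed by more than counting noise (chi-square per degree of freedom of at least 489.6 over miRNAs), so neither is a copy of the other's table. This does not measure biological spread. Pearson's correlation of log2(CPM + 1) between replicates was 0.961 in uninjured muscle, 0.971 at 2 dpi, 0.965 at 5 dpi and 0.982 at 7 dpi. It was taken across 506, 538, 509 and 597 miRNAs, which are not independent. MiRNAs with few counts in both replicates were left out of the correlation and the chi-square. From these counts, CPM values, group means and fold changes were computed. The tests used edgeR v.4.0.16 with 1 fit over all 8 libraries, so that the groups of 2 share an estimate of the spread, and left out miRNAs below edgeR's default expression filter. The common biological coefficient of variation was 0.753, which limits the changes that 2 libraries per time point can resolve.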

We generated matched bulk small RNA-sequencing libraries from entire tibialis anterior muscles as a gold-standard reference (*n* = 2 per timepoint). We used miRge3.0 (ref. ^24^) to quantify mature miRNA abundance in the STRS and matched small RNA-sequencing libraries (Methods). 

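On the small RNA-sequencing side, several miRNAs labelled in Fig. 2e lay below the leading group. As log2 of the mean CPM over the 8 muscle libraries, let-7d-5p stood at 13.24, miR-26b-5p at 12.45, miR-127-3p at 12.17, miR-21a-5p at 11.92, miR-30a-3p at 10.99 and miR-145a-5p at 7.54. Their spread between libraries differed widely. The SD of log2 CPM was 0.26 for miR-30a-3p, 0.34 for let-7d-5p and 0.37 for miR-26b-5p, but 1.15 for miR-21a-5p, 1.28 for miR-145a-5p and 1.37 for miR-127-3p (n = 8 libraries over all time points). Part of this spread is between time points. Mean CPM of miR-21a-5p was 934.2 ± 189 in uninjured muscle and 5208 ± 2778 at 2 dpi (SD, n = 2 each), a log2 fold change of 2.20 (standard error 0.36, edgeR adjusted p = 0.0859). The abundant miR-486a/b-5p moved the other way and was 97313 ± 5118 CPM in uninjured muscle and 36346 ± 2359 at 2 dpi, a log2 fold change of -1.61 (standard error 0.39, edgeR adjusted p = 0.177). Neither change at 2 dpi passed the threshold. At 5 and 7 dpi miR-21a-5p stood at 5371 ± 1619 and 3972 ± 730 CPM (SD, n = 2 each). At these time points miR-486a/b-5p stood at 46610 ± 25569 and 72427 ± 20931 CPM (SD, n = 2 each). Over the whole list of 100, the median SD of log2 CPM was 0.47. In 5 dpi replicate A, the least deep library, miR-145a-5p held 313 counts. Over the full tables 937 miRNAs were found in at least 1 muscle library and 383 in all of them. The paper sets these averages against those of STRS, in which the same miRNAs were quantified with miRge3.0. The STRS counts were not analysed here.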

We found similarities in the abundance of the most highly expressed miRNAs between STRS and small RNA-sequencing, but saw drop-out of lowly expressed miRNAs (Fig. 2e and Supplementary Fig. 9). This drop-out is probably due to length biases in the cDNA and DNA sequencing library preparation reactions. We identified many examples of mature miRNA expression in STRS data, including expression of classic ‘myomiRs’, *miR-1a-3p*, *miR-133a/b-3p* and *miR-206-3p* (Fig. 2f)^25^. Consistent with previous studies^26^, we detected static expression of *miR-1a-3p* across all four timepoints (Fig. 2d), whereas *miR-206-3p* was highly expressed within the injury locus at 5 dpi, with very low levels of expression detected at other timepoints.

### STRS spatially resolves viral infection of the murine heart

We next explored the potential for STRS to profile host–virus interactions in a mouse model of viral-induced myocarditis. We orally infected neonatal mice with type 1-Lang REOV, a double-stranded RNA virus with gene transcripts that are not polyadenylated. Within 7 days of oral infection, REOV spreads to the heart and causes myocarditis^27–29^. We performed Visium and STRS on hearts collected from REOV-infected and saline-injected control mice (Fig. 3a,b). We found that REOV transcripts were detected only in the infected heart via STRS and that targeted enrichment of REOV transcripts enabled deeper profiling of viral infection (Figs. 1d and 3a; Methods). Mapping these reads across the tissue revealed pervasive infection across the heart (1,329/2,501 or 53% spots under the tissue; Fig. 1d). Foci containing high viral UMI counts overlapped with myocarditic regions as identified by histology.

**Fig. 3:**
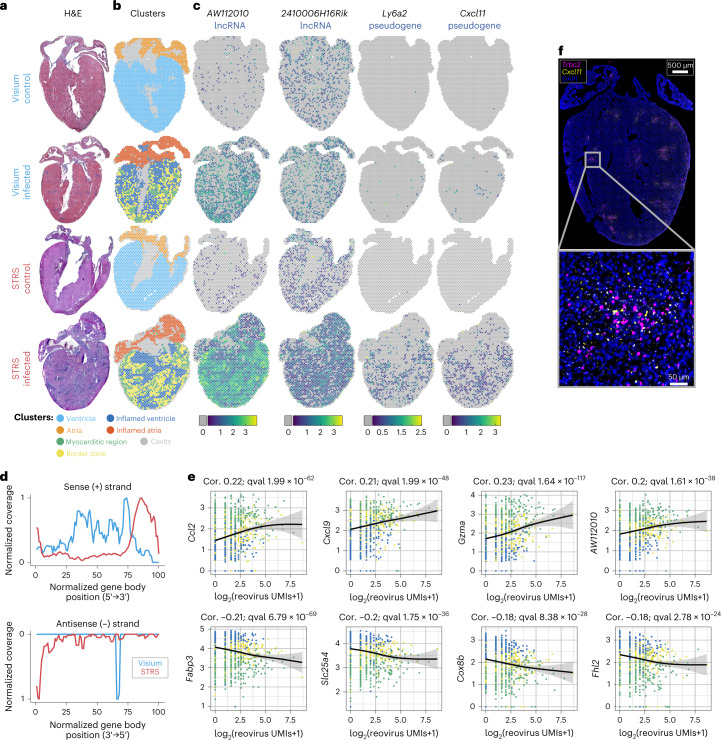
STRS enables simultaneous analysis of viral infection and host response. **a**, H&E staining of control and REOV-infected hearts, collected using the standard Visium workflow and STRS. **b**, Tissue regions identified through unsupervised clustering of spot transcriptomes. **c**, Log-normalized expression of noncoding and coding RNAs that are highly expressed in myocarditic regions. Spots in which transcripts were not detected are shown in gray. **d**, Normalized coverage of deduplicated reads for the sense (+) and antisense (–) strands of all ten REOV gene segments. The *x* axis shows the length-normalized position across the gene bodies of all ten REOV segments. Note that the peak in antisense (–) coverage for the Visium sample (blue) corresponds to only 11 total reads. **e**, Co-expression of pulldown-enriched REOV UMIs versus infection-associated genes in spots underneath inflamed and myocarditic tissue. Spots are colored according to legend in **b**. The line shows log_2_-normalized REOV counts (*x* axis) and log_10_-normalized gene expression (*y* axis) fit to a general additive model and error bands show a 95% confidence interval (Methods). Correlation (Cor.) and *Q* value (qval) reported are from general additive model analysis. **f**, Multiplexed RNA-smFISH (*n* = 2 replicates; Methods) for the T cell marker *Trbc2* and the pseudogene *Cxcl11* in an infected heart.

We next compared the read coverage profiles across the ten REOV gene segments for REOV-enriched libraries from Visium and STRS samples (Fig. 3d). As expected, STRS libraries had a peak in coverage at the 3′ end of viral gene segments. In contrast, the REOV-enriched Visium reads contained peaks in the middle of viral gene segments as expected for a chemistry that relies on the spurious capture of viral RNA at poly(A) repeats within the transcripts^30^. Interestingly, we found that STRS led to an overrepresentation of reads from the 5′ end of the sense (+) strand of all ten REOV segments. These reads may represent incomplete transcripts generated by transcriptional pausing of the REOV RNA polymerase or transcripts undergoing 3′ exonucleolytic degradation. Finally, we detected the 3′ end of the antisense (−) strand for nine of the ten segments of the REOV genome, suggesting that STRS captures both strands of the dsRNA REOV genome (Fig. 3d). These antisense reads were present at an average ratio of around 1:40 compared with the sense reads. The current model for synthesis of REOV dsRNA posits that dsRNA synthesis only occurs within a viral core particle after packaging of the ten viral positive-sense RNAs. There are several possible explanations for our detection of the antisense strands. One is that we are detecting negative-strand viral RNA that is part of dsRNA that has been released from damaged viral particles either within the cytoplasm or within lysosomes. dsRNA released within endolysosomes can be transported into the cytoplasm by RNA transmembrane receptors SIDT1 and SIDT2 (refs. ^31,32^). A second possibility is that antisense (−) viral RNA is synthesized before packaging of dsRNA into viral particles.

Because STRS efficiently recovers viral RNA, we were able to directly correlate host transcriptomic responses with viral transcript counts for spots in inflamed regions (generalized additive model; Methods). We found inflammation-associated cytokine transcripts such as *Ccl2* and *Cxcl9*, and immune cell markers such as *Gzma* and *Trbc2* to be upregulated in spots with high viral counts (Fig. 3e). We continued this analysis by performing unsupervised clustering (Fig. 3b) and differential gene expression analysis to identify transcripts associated with infection that are more readily detected by STRS (Fig. 3c). *AW112010*, which has been shown recently to regulate inflammatory T cell states^33^, was found only in infected samples and was more abundant in the STRS data compared with Visium. We also found that STRS led to increased detection of putative protein-coding genes, including *Ly6a2*, *Cxcl11* and *Mx2*, which were associated with infection. Interestingly, all three genes are annotated as pseudogenes in GENCODE annotations but have biotype conflicts with other databases. The increased abundance as measured by STRS could reflect differential mRNA polyadenylation for these transcripts. We further validated the localization of *Cxcl11* to REOV infection loci using multiplexed single-molecule RNA fluorescence in situ hybridization (Methods). We found that *Cxcl11* localizes around the T cell marker *Trbc2* in REOV-infected heart tissue, which is specific to infection loci^4^ (Fig. 3f and Supplementary Fig. 10). We also performed spot deconvolution with BayesPrism using a matched single-cell dataset as a reference^4^. We then directly correlated viral transcript counts with estimated cell-type fraction and found that infection-associated cell types (including T cells, dendritic cells, endothelial cells and natural killer cells) correlate with REOV transcript abundance (Supplementary Fig. 11). Overall, STRS enabled more robust, spatially mapped analysis of the host response to infection by increasing the breadth of captured transcript types and by providing direct comparison with viral transcript abundance.

## Discussion

Here, we demonstrate in situ polyadenylation of RNA in sectioned tissues to enable STRS. Enzymatic polyadenylation is frequently implemented for bulk sequencing of total RNA and was recently adopted for single-cell RNA-sequencing^6,7^. STRS implements in situ RNA-labeling for spatial total RNA-sequencing.

STRS has several notable features. First, STRS is compatible with a commercial workflow and requires the use of only one additional reagent. STRS can be adopted easily by others as it requires minimal additional experimental time (around 30 min) and cost and does not require any specialized equipment. We find that the manufacturer-recommended Visium sequencing depths enable effective analysis of captured RNAs in STRS (Supplementary Figs. 1f and 3); however, we recommend that STRS samples be allocated around 10–20% more sequencing reads per spot covered by tissue to account for the expanded repertoire of captured RNAs. Second, because our RNA-labeling strategy is designed to work with poly(dT) reverse transcription, STRS is probably compatible with other sequencing-based spatial transcriptomics platforms. The resolution of our analyses is limited by the size and distribution of the barcoded spots on the Visium slides. Future iterations of STRS that use higher resolution RNA-capture platforms, including Slide-SeqV2 (ref. ^34^), BGI Stereo-seq^35^ or new versions of Visium, promise substantial improvements in spatial resolution. Because STRS is not targeted and does not require previous sequence information, it is easily adapted to new biological systems and is well suited for assaying unknown RNAs, including new RNAs or nonhost transcripts. We investigated the utility and versatility of STRS by applying it to two distinct models. First, we profiled the noncoding RNA repertoires of infiltrating immune cells and regenerating myogenic cells at injury loci in mouse muscle. Second, we analyzed the host transcriptome in response to mammalian orthoreovirus infection. Members of the Reoviridae family of viruses synthesize nonpolyadenylated viral mRNAs, as do arenaviruses and flaviviruses^36–38^. Because STRS can directly capture viral RNAs, we could directly compare viral RNA abundance with gene expression changes in heart tissue. This enabled identification of infection-related noncoding RNAs that were not detectable using standard techniques. Adding spatial context has clarified the underlying biology of gene expression measurements. STRS improves on these facets by extending the assayable transcriptome and enabling direct measurements of viral-derived RNA transcripts.

With STRS, we demonstrated a method to simultaneously map miRNAs and the mRNAs on which they act. Because of their short length and known biases in adapter ligation, miRNAs are notoriously difficult to assay^39,40^. Furthermore, the Visium Gene Expression protocol uses a tagmentation-based library preparation that depletes short molecules by either cutting the UMI/spot barcode or by producing a read that is too short to confidently align to the genome. Despite these issues, we showed robust detection for several known myomiRs and strong correlation with a gold-standard bulk method that does not suffer from ligation or length biases. With future improvements to the library preparation strategy, many of these hurdles can be further reduced.

This work highlights opportunities for improvements in current bioinformatic tools and resources for single-cell and spatial transcriptomics. Current alignment and transcript counting tools are not optimized for total RNA data and genome annotations are incomplete outside of protein coding genes. Furthermore, new tools that go beyond UMI counts and better leverage the wealth of information in sequence read alignment patterns are likely to be impactful.

## Methods

### Mice

The Cornell University Institutional Animal Care and Use Committee (IACUC) approved all animal protocols and experiments were performed in compliance with its institutional guidelines. For skeletal muscle samples, adult female C57BL/6J mice were obtained from Jackson Laboratories (catalog no. 000664) and were used at 6 months of age. For heart samples, confirmed pregnant female C57BL/6J mice were ordered from Jackson Laboratories to be delivered at embryonic stage E14.5.

### Viral infection

Litters weighing 3 g per pup were orally gavaged using intramedic tubing (Becton Dickinson, calalog no. 427401) with 50 μl with 10^7^ plaque-forming units of REOV type 1-lang (T1L) strain in 1× phosphate buffered saline (PBS) containing green food color (McCormick) via a 1 ml tuberculin slip tip syringe (BD, catalog no. 309659) and 30G × 1/2 needle (BD, catalog no. 305106). Litters treated with 1× PBS containing green food color alone on the same day were used as mock controls for the respective infection groups. The mock-infected and REOV-infected pups were monitored and weighed daily until the timepoints used in the study (7 dpi). After dissection, samples were embedded in OCT Compound (Tissue-Tek) and frozen fresh in liquid nitrogen.

### Muscle injury

To induce muscle injury, both tibialis anterior muscles of 6-month-old C57BL/6J mice were injected with 10 µl notexin (10 µg ml^–1^; Latoxan). Either before injury or 2, 5 or 7 dpi, mice were sacrificed and tibialis anterior muscles were collected. After dissection, samples were embedded in OCT Compound (Tissue-Tek) and frozen fresh in liquid nitrogen.

### In situ polyadenylation and STRS

STRS was performed using a modified version of the Visium protocol. Tissue sections (10 μm thick) were mounted onto the Visium Spatial Gene Expression v1 slides. For heart samples, one tissue section was placed into each 6 × 6mm capture area. For skeletal muscle samples, two tibialis anterior sections were placed into each capture area. After sectioning, tissue sections were fixed in methanol for 20 min at −20 °C. Next, H&E staining was performed according to the Visium protocol, and tissue sections were imaged on a Zeiss Axio Observer Z1 Microscope using a Zeiss Axiocam 305 color camera. H&E images were shading corrected, stitched, rotated, thresholded and exported as TIFF files using Zen v.3.1 software (Blue edition). After imaging, the slide was placed into the Visium Slide Cassette. In situ polyadenylation was then performed using yeast poly(A) polymerase (yPAP; Thermo Scientific, catalog no. 74225Z25KU). First, samples were equilibrated by adding 100 µl 1× wash buffer (20 µl 5× yPAP Reaction Buffer, 2 µl 40 U µl^–1^ Protector RNase Inhibitor, 78 µl nuclease-free H_2_O) (Protector RNase Inhibitor; Roche, catalog no. 3335402001) to each capture area and incubating at room temperature for 30 s. The buffer was then removed. Next, 75 µl yPAP enzyme mix (15 µl 5× yPAP reaction buffer, 3 µl 600U µl^–1^ yPAP enzyme, 1.5 µl 25 mM ATP, 3 µl 40U µl^–1^ Protector RNase Inhibitor, 52.5 µl nuclease-free H_2_O) was added to each reaction chamber. STRS was also tested with 20 U µl^–1^ SUPERase-In RNase Inhibitor (Thermo Fisher Scientific, catalog no. AM2694), but we found that SUPERase was not able to prevent degradation of longer transcripts during in situ polyadenylation (Supplementary Fig. 12). The reaction chambers were then sealed, and the slide cassette was incubated at 37 °C for 25 min. The enzyme mix was then removed. Before running STRS, optimal tissue permeabilization time for both heart and skeletal muscle samples was determined to be 15 min using the Visium Tissue Optimization Kit from 10x Genomics. Following in situ polyadenylation, the standard Visium library preparation was followed to generate cDNA and final sequencing libraries. The libraries were then pooled and sequenced according to guidelines in the Visium Spatial Gene Expression protocol using either a NextSeq 500 or NextSeq 2000 (Illumina).

### Targeted pulldown enrichment of viral fragments

We performed hybridization-based enrichment of viral fragments on the Visium and STRS libraries for REOV-infected hearts using the xGen Hybridization and Wash Kit (IDT; 1080577)^4^. In this approach, a panel of 5′-biotinylated oligonucleotides was used for capture and pulldown of target molecules of interest, which were then PCR amplified and sequenced. We designed a panel of 202 biotinylated probes tiled across the entire REOV T1L genome to selectively sequence viral molecules from the sequencing libraries (Supplementary Table 1). After fragmentation and indexing of cDNA, 300 ng of the final Visium or STRS sequencing libraries from REOV-infected hearts were used for xGen hybridization capture using the xGen NGS Target Enrichment Kit protocol provided by the manufacturer. One round of hybridization capture was performed for the STRS library followed by 14 cycles of PCR amplification. Because of the reduced number of captured molecules, two rounds of hybridization were performed on the Visium libraries. Enriched Visium libraries were PCR amplified for 18 cycles after the first round of hybridization and by 5 cycles after the second round of hybridization. Postenrichment products were pooled and sequenced on the Illumina NextSeq 500.

### Single-nucleus total RNA-sequencing

C2C12 cells were grown to 90% confluence and collected with 0.25% TrypLE (Thermo Fisher Scientific). Nuclei were isolated similar to Petrany et al.^41^. Cells were pelleted by centrifugation at 500*g*, at 4 °C, for 5 min, and resuspended in 6 ml chilled homogenization buffer (0.25 M sucrose, 1% bovine serum albumin, 1× PBS, 0.2 U µl^–1^ SUPERase•In RNase Inhibitor, nuclease-free H_2_O). Then, 1 ml chilled 2.5% Triton-X100 diluted in 1x PBS was added. Cells were incubated on ice for 5 min, then pelleted by centrifugation at 1,000*g* at 4 °C for 5 min. Nuclei were then resuspended in 1× PBS and counted using Trypan blue. A total of 5 million nuclei were suspended in 200 µl 1× PBS, then 800 µl ice-cold methanol was added dropwise to fix. Nuclei were then stored at −20 °C overnight.

On the day of the experiment, nuclei were removed from −20 °C and incubated on ice for 5 min. Nuclei were then pelleted by centrifugation at 1,000*g*, at 4 °C, for 5 min and resuspended in 200 µl wash resuspension buffer (0.04% bovine serum albumin, 1 mM DTT, 0.2 U µl^–1^ SUPERase•In RNase Inhibitor, 3× SSC buffer (Thermo Fisher Scientific, catalog no. 15557044), nuclease-free H_2_O). Nuclei were then pelleted by centrifugation at 1,000*g*, at 4 °C, for 5 min and washed in 200 µl 1× wash buffer (40 µl 5× yPAP reaction buffer, 4 µl 20U µl^–1^ SUPERase•In RNase Inhibitor, 156 µl nuclease-free H_2_O). In situ polyadenylation was then performed by suspending nuclei in 50 µl yPAP enzyme mix (10 µl 5× yPAP Reaction Buffer, 2 µl 600 U µl^–1^ yPAP enzyme, 1 µl 25 mM ATP, 2 µl 20 U µl^–1^ SUPERase•In RNase Inhibitor, 35 µl nuclease-free H_2_O) and incubating at 37 °C for 25 min without agitation. Nuclei were then washed with 500 µl of nuclei suspension buffer^42^ (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 1% bovine serum albumin, 0.2 U µl^–1^ SUPERase•In RNase Inhibitor, nuclease-free H_2_O) and pelleted by centrifugation at 1,000*g*, at 4 °C, for 5 min. Nuclei were finally resuspended in 200 µl nuclei suspension buffer, counted using a Countess 3 (Thermo Fisher Scientific) and the LIVE/DEAD Viability/Cytotoxicity Kit (Thermo Fisher Scientific, catalog no. L3224), then diluted to the proper concentration. Nuclei for standard single-nucleus RNA-sequencing were processed similarly, but with no in situ polyadenylation step (counted immediately after wash buffer was added). A total of 3,300 nuclei were then loaded onto the Chromium controller (10x Genomics) for a targeted capture of 2,000 nuclei. Libraries were generated using the standard Chromium v.3 protocol. Final libraries were sequenced using the Illumina MiniSeq and Illumina NextSeq 500.

### Small RNA-sequencing

For skeletal muscle samples, following the injury time course, tibialis anterior muscles were dissected and snap frozen with liquid nitrogen. The Norgen Total RNA Purification Kit (catalog no. 17200) was used to extract RNA from 10 mg tissue for each sample. For heart samples, following the infection time course, hearts were dissected, embedded in OCT, and frozen in liquid nitrogen. 

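The small RNA-sequencing libraries of the heart came from 11-day-old C57BL/6J mice, 2 mock-treated and 2 infected orally with reovirus type 1-Lang (REOV), collected 7 days after treatment. By the sample labels both mock hearts were from males and both infected hearts from females, so infection and sex are completely confounded. The authors counted mature miRNAs as for muscle and deposited the raw counts. Totals were 15793920.0 and 23995898 counts in mock replicates A and B and 14938863 and 17194847 in infected replicates A and B, all higher than the lowest total of the muscle libraries. The most abundant miRNAs over the 4 hearts were miR-1a-3p at 338453 ± 40655 CPM, miR-133a/b-3p at 61029.7 ± 15949, miR-378a/b/c-3p at 49929.8 ± 7143, miR-21a-5p at 43878 ± 39697 and let-7f-5p at 43337 ± 2969.6 (SD, n = 4 libraries). The large SD of miR-21a-5p reflects a difference between groups, with 10905 ± 221 CPM in mock and 76850.0 ± 19462 in infected hearts (SD, n = 2 each). Pearson's correlation of log2(CPM + 1) was 0.977 between the mock replicates, across 686 miRNAs, and 0.992 between the infected replicates, across 676. MiRNAs with few counts in both replicates were left out. The hearts were fitted apart from the muscles, since tissue, age and RNA extraction differ, with a common biological coefficient of variation of 0.449.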

RNA was extracted with Trizol (Invitrogen, catalog no. 15596026) and glycogen precipitation for a small fraction of each of the heart samples. RNA quality was assessed via High Sensitivity RNA ScreenTape Analysis (Agilent, catalog no. 5067-5579) and all samples had RNA integrity numbers greater than or equal to seven.

Small RNA sequencing was performed at the Genome Sequencing Facility of Greehey Children’s Cancer Research Institute at the University of Texas Health Science Center at San Antonio. Libraries were prepared using the TriLink CleanTag Small RNA Ligation kit (TriLink Biotechnologies). Libraries were sequenced with single-end 50× using a HiSeq2500 (Illumina).

### Preprocessing and alignment of STRS, single-nucleus total RNA-sequencing, Smart-Seq-Total and VASA-seq data

All code used to process and analyze these data can be found at https://github.com/mckellardw/STRS. An outline of the pipelines used for preprocessing and alignment is shown in Supplementary Fig. 1a.

Reads were first trimmed using cutadapt v.3.4 (ref. ^43^) to remove the following sequences: (1) poly(A) sequences from the 3′ ends of reads, (2) the template switch oligonucleotide sequence from the 5′ end of reads derived from the Visium Gene Expression kit (sequence: CCCATGTACTCTGCGTTGATACCACTGCTT), (3) poly(G) artifacts from the 3′ ends of reads, which are produced by the Illumina two-color sequencing chemistry when cDNA molecules are shorter than the final read length and (4) the reverse complement of the template switching oligonucleotide sequence from the 5′ ends of reads (sequence: AAGCAGTGGTATCAACGCAGAGTACATGGG). Next, reads were aligned using either STAR v.2.7.10a^44^ or kallisto v.0.48.0 (ref. ^45^). Workflows were written using Snakemake v.6.1.0 (ref. ^46^).

For STAR, the genomic reference was generated from the GRCm39 reference sequence using GENCODE M28 annotations. For STAR alignment, the following parameters, based on work by Isakova et al. ^6^, were used: outFilterMismatchNoverLmax=0.05, outFilterMatchNmin=16, outFilterScoreMinOverLread=0, outFilterMatchNminOverLread=0, outFilterMultimapNmax=50. Aligned reads were deduplicated for visualization using umi-tools v.1.1.2 (ref. ^47^). Aligned and deduplicated reads were visualized with Integrated Genome Viewer v.2.13.0 (ref. ^48^). Normalized gene position plots and genomic loci profiles were generated using Qualimap v.2.2.2.a^49^.

For kallisto, a transcriptomic reference was also generated using the GRCm39 reference sequence and GENCODE M28 annotations. The default k-mer length of 31 was used to generate the kallisto reference. Reads were pseudoaligned using the ‘kallisto bus’ command with the chemistry set to ‘VISIUM’ and the ‘fr-stranded‘ flag activated to enable strand-aware quantification. Pseudoaligned reads were then quantified using bustools v.0.41.0. First, spot barcodes were corrected with ‘bustools correct‘ using the ‘Visium-v1’ whitelist provided in the Space Ranger software from 10x Genomics. Next, the output bus file was sorted and counted using ‘bustools sort’ and ‘bustools count,’ respectively. To estimate the number of spliced and unspliced transcripts, reads pseudoaligned using kb-python v.0.26.0, using the ‘lemanno’ workflow.

Spots were selected manually based on the H&E images using Loupe Browser from 10x Genomics. Spatial locations for each spot were assigned using the Visium coordinates provided for each spot barcode by 10x Genomics in the Space Ranger software (‘Visium-v1_coordinates.txt’). Downstream analyses with the output count matrices were then performed using Seurat v.4.0.4 (refs. ^50,51^). In addition to manual selection, spots containing fewer than 500 detected features or fewer than 1,000 unique molecules were removed from the analysis. Counts from multimapping features were collapsed into a single feature to simplify quantification. Gene biotype percentages were computed according to gene biotypes provided in the GENCODE M28 annotations.

Single-nucleus data were preprocessed and aligned as described above, with a different barcode whitelist matching the 10x Genomics Chromium v.3 chemistry. Count matrices were filtered for cells with more than 750 unique molecules and less than 5% of reads mapping to mitochondrial genes. Counts were then log-normalized with Seurat. Cells were merged and differential gene expression analysis was performed between the standard and in situ polyadenylated nuclei using the ‘FindMarkers()‘ function. A two-sided Wilcoxon Rank-Sum test was used for differential gene expression analysis.

Raw fastq files for VASA-drop^7^ samples were downloaded from GEO (GSE176588) using parallel-fastq-dump (v.0.6.5). Reads were trimmed using cutadapt v.3.4 to remove poly(A) and poly(G) sequences. Reads were then aligned and quantified using kallisto/BUStools as described above. The ‘–technology’ flag for ‘kallisto bus’ was set to ‘0,6,22:0,0,6:1,0,0’ for cell barcode and UMI identification to reflect the modified fastq files authors uploaded to GEO. Gene counts from multimapping features were collapsed into a single feature.

Raw fastq files for Smart-Seq-Total^6^ samples were downloaded from GEO (GSE151334) using parallel-fastq-dump (v.0.6.5). Reads were then pseudoaligned using ‘kallisto quant’ with the ‘–fragment-length’ flag set to 75 and the ‘–sd’ flag set to ten. Transcript counts were converted to gene counts according to GENCODE M28 gene symbols, then counts from multimapping features were collapsed into a single feature.

### Rarefaction analysis of Visium and STRS data

Raw fastq files for each library were randomly downsampled four times using seqtk v.1.2 to final read counts totaling between 100,000 and 50,000,000 reads. Final libraries were then pseudoaligned using the kallisto pipeline described above.

### Annotation-free quantification of transcriptionally active regions in single-nucleus RNA-sequencing data

The ‘from_STARsolo’ version of the TAR-scRNA-seq^9^ pipeline was used with the outputs from reads aligned with STAR for single-nucleus RNA-sequencing data. Default parameters were used for ‘MERGEBP’ (500) and ‘THRESH’ (10,000,000) for TAR merging and filtering, respectively. Count matrices generated by TAR-scRNA-seq were subset based on cell barcodes that remained after standard quality control.

### Mature microRNA quantification

For STRS data: after trimming (see above), barcode correction with STAR v.2.7.10a and UMI-aware deduplication with umi-tools v.1.1.2, reads were split across all 4,992 spot barcodes and analyzed using miRge3.0 v.0.0.9 (ref. ^24^). Reads were aligned to the miRbase reference provided by the miRge3.0 authors. MiRNA counts were log-normalized according to the total number of counts detected by kallisto and scaled using a scaling factor of 1,000. For small RNAseq data: reads were first trimmed using trim_galore v.0.6.5. 

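Each count table from miRge3.0 lists the same mature miRNA names, of which 35 join near-identical miRNAs with a slash because their reads cannot be told apart. A count above 0 was listed for 1115 names in at least 1 of the 12 libraries and for 377 in all of them. Per library the number was 610 and 456 in uninjured muscle, 597 and 606 at 2 dpi, 480 and 662 at 5 dpi, and 676 and 678 at 7 dpi (replicates A and B). In hearts it was 743 and 794 for mock and 789 and 816 for infected replicates. No library holds a count of 1, while 45 counts of 2 and 72 counts of 3 occur over all tables, so counts of 1 are missing from the tables. A listed 0 is therefore not read as absence, and no upper limit is derived from it. Some miRNAs are listed at 0 in only 1 replicate of a pair. In 2 dpi replicate A, for example, 4 miRNAs are at 0 although the other replicate puts them at 50 or more counts at that depth, and there were 7 such miRNAs in uninjured replicate A.

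**Figure D3:**
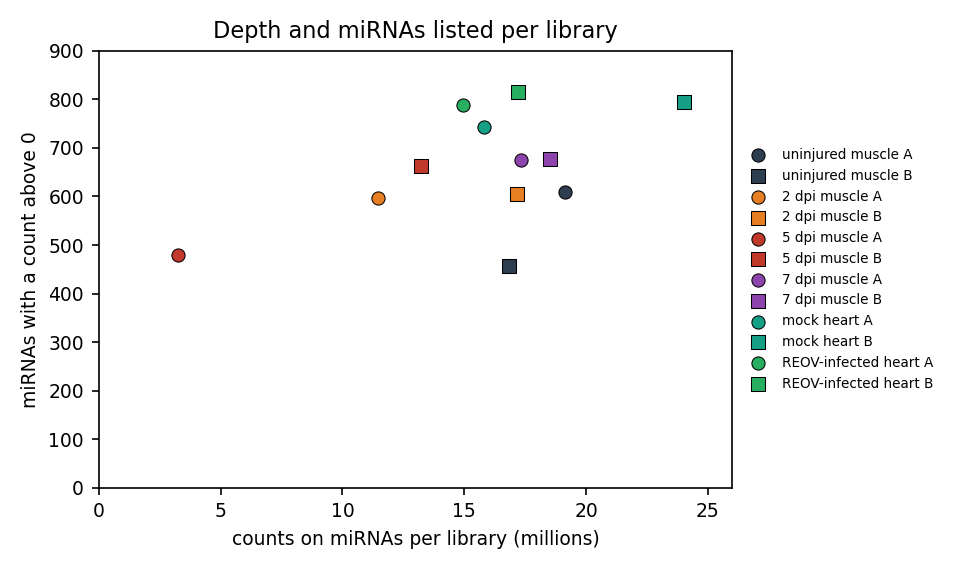
Number of miRNAs with a count above 0 (vertical axis) against the total miRNA count of the library (horizontal axis). Each point is 1 of the 12 libraries, with circles for replicate A and squares for replicate B; uninjured muscle replicate B has the fewest, 456, at a total of 16831872.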

Reads were then aligned and counted using miRge3.0 v.0.0.9. Raw fastq files for all skeletal muscle and heart datasets from the Small RNA Atlas^52^ were downloaded from GEO (GSE119661) and processed similarly.

### Unsupervised clustering and differential gene expression analysis of spot transcriptomes

Spot UMI counts as generated by kallisto were used. First, counts were log-normalized and scaled using default parameters with Seurat. Principal component analysis was then performed on the top 2.000 most variable features for each tissue slice individually. Finally, unsupervised clustering was performed using the ‘FindClusters()‘ function from Seurat. The top principal components which accounted for 95% of variance within the data were used for clustering. For skeletal muscle samples, a clustering resolution was set to 0.8. For heart samples, clustering resolution was set to 1.0. Default options were used for all other parameters. Finally, clusters were merged according to similar gene expression patterns and based on histology of the tissue under each subcluster.

Differential gene expression analysis was performed using the ‘FindAllMarkers()‘ function from Seurat. Default parameters were used, including the use of the two-sided Wilcoxon rank-sum test to identify differentially expressed genes. To identify features enriched in the skeletal muscle STRS datasets, all Visium and STRS were first merged and compared according to the method used (Visium versus STRS). To identify cluster-specific gene expression patterns, skeletal muscle samples were first clustered as described above individually. STRS samples were then merged, and differential gene expression analysis was performed across the three injury region groups.

### Cell-type deconvolution of Visium and STRS datasets

Cell-type deconvolution of skeletal muscle Visium and STRS data was performed as previously^5^ using BayesPrism^19^ (previously known as ‘Tumor microEnvironment Deconvolution’, TED, v.1.0; github.com/Danko-Lab/TED). We used the ‘scMuscle’ dataset generated in McKellar et al.^5,53^ as a single-cell transcriptomic reference for skeletal muscle. For heart samples, we used all mock and infected single-cell RNA-sequencing samples generated by Mantri et al.^4^. Highly and differentially expressed genes across cell types were identified with differential gene expression analysis using Seurat (FindAllMarkers, using two-sided Wilcoxon rank-sum test). The resulting genes were filtered based on average log_2_-fold change (avg_logFC > 1) and the percentage of cells within the cluster that express each gene (pct.expressed > 0.5), yielding around 1,000 genes in both single-cell references. Mitochondrial and ribosomal protein genes were removed from this list, in line with recommendations from the BayesPrism authors. For each of the cell types, mean raw counts were calculated across the around 1,000 genes to generate a gene expression profile for BayesPrism. Raw counts for each spot were then passed to the run.Ted function, using the ‘GEP’ option for input.type and default parameters for the remaining inputs. Final Gibbs theta values were used as estimates for the fraction of transcripts from each spot that were derived from each of the cell types. In plots (Supplementary Figs. 8 and 11), a minimum threshold value for theta of 0.01 was used. For skeletal muscle, after deconvolution all spots were merged. Principal component analysis was performed on the nonthresholded BayesPrism theta values using Seurat.

### Correlation analysis between REOV counts, host gene expression and spot cell-type fraction

We used a generative additive model implemented in Monocle v.2.18.0 (ref. ^54^) to find genes that vary with viral UMI count. A Seurat object for STRS data and viral UMI counts from the REOV-infected heart was converted to a CellDataSet object using the ‘as.CellDataSet()’ command implemented in Seurat. For comparison between gene expression and REOV counts, the expression family was set to ‘negative binomial’ as suggested for UMI count data in the Monocle documentation. For comparison between cell-type fraction (theta, as computed by BayesPrism), a minimum theta value of 0.001 was used and the expression family was set to ‘uninormal’. The CellDataSet objects were then preprocessed to estimate size factors and dispersion (just for comparison with genes). Genes expressed in fewer than ten spots were removed. We then used the generative additive model implemented in the ‘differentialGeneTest()’ command in Monocle to identify genes or cell-type fractions that vary with log_2_-transformed viral UMI counts. To find the direction in which these genes varied with viral UMI counts, we calculated the Pearson correlation for all genes with log_2_-transformed viral UMI counts.

### RNA fluorescence in situ hybridization using hybridization chain reaction HCR-V3

Single-molecule fluorescence in situ hybridization (smFISH) was performed as described previously^4,55^. Probes were designed using NCBI primer-blast for two-step hybridization strategy with split probe design and hybridization chain reaction (HCR)-V3 (ref. ^55^) (Supplementary Table 2). Split probes for each gene target were mixed and diluted in nuclease-free water to a final total probe concentration of 10 µM. Hairpin pairs labeled with two different fluorophores, namely Alexa-488 and Alexa-546 (Molecular Instruments), were used for HCR-V3.

Slides with tissue sections were warmed to room temperature and then fixed in 4% paraformaldehyde for 12 min at room temperature. After fixation, sections were washed for 5 mins in 1× PBS twice, incubated for 1 h in 70% ethanol for tissue permeabilization, washed again for 5 mins in 1× PBS, and then used for primary hybridization. Hybridization buffer (HB) mix was prepared with 2× SSC, 5× Denhardt’s solution, 10% ethylene carbonate, 10% dextran sulfate, 0.01% SDS, 1 µM of probe pool mix per target for the hybridization reaction. 20 µl of HB mix (with probes) per section was then put on each slide to cover the tissue section, covered with Parafilm and incubated overnight at 37 °C inside a humidifying chamber for primary hybridization. After primary hybridization, Parafilm was removed and slides were washed in hybridization wash buffer (0.215 M NaCl, 0.02 M Tris-HCl pH 7.5 and 0.005 M EDTA) for 20–30 min at 48 °C. Amplification buffer (AB) mix was prepared with 2× SSC, 5× Denhardt’s solution, 10% dextran sulfate, 0.01% SDS and 0.06 µM HCR hairpins for the amplification reaction. Then, 2 µl of each fluorophore labeled hairpins at 3 µM corresponding to the target genes were mixed, incubated at 95 °C for 1.5 min, covered in aluminum foil and cooled to room temperature for 30 min to form hairpins before adding to the AB mix. A 20 µl portion of AB mix per section was then placed on each slide to cover the tissue section, covered with Parafilm and incubated overnight at room temperature in the dark for signal amplification. After signal amplification, Parafilm was removed and slides were washed in 5× SSCT buffer twice for 30–40 min and then twice for 10 mins. The slides were then cleaned carefully with Kimwipe and treated with Ready Probes Auto-fluorescence Quenching Reagent Mix (Thermo Fisher, catalog no. R37630) for 5 min and washed three times in 1× PBS. Finally, tissue sections were then counterstained with 4,6-diamidino-2-phenylindole for 10 min at room temperature, washed for 5 min in 1× PBS twice, excess PBS was cleaned off using Kimwipe, and sections were immediately mounted on coverslips using Slowfade antifade media, left overnight for treatment and imaged the next day on a Zeiss Axio Observer Z1 Microscope using a Hamamatsu ORCA Fusion Gen III Scientific CMOS camera. FISH images were shading corrected, stitched, rotated, thresholded and exported as TIFF files using Zen v.3.1 software (Blue edition).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41587-022-01517-6.

## Supplementary information

Supplementary Information Supplementary Figs. 1–12.

Reporting Summary

Supplementary Table 1 Probes used for targeted sequencing of viral transcripts.

Supplementary Table 2 Probes used in smFISH.

## Data Availability

Previously published spatial RNA-sequencing data were downloaded from Gene Expression Omnibus (GEO) and are available under the following accession numbers; regenerating skeletal muscle^5^ GSE161318 (ref. ^56^), infected heart tissue^4^ GSE189636 (ref. ^57^). Spatial total RNA-sequencing data generated in this study can be found on GEO under the accession number GSE200481 (ref. ^58^). Small RNA-sequencing data are available on GEO under the accession number GSE200480 (ref. ^59^). Single-nucleus RNA-sequencing data for C2C12 nuclei with and without in situ polyadenylation can be found on GEO under the accession number GSE209780 (ref. ^60^). Public datasets for Smart-Seq-Total (GSE151334 (ref. ^61^)), VASA-seq (GSE176588 (ref. ^62^)), the small RNA-sequencing atlas (GSE119661 (ref. ^63^)) and the viral myocarditis single-cell RNA-sequencing reference (GSE189636 (ref. ^57^)) were downloaded from GEO. The skeletal muscle single-cell RNA-sequencing reference was downloaded as a Seurat object from Dryad^5,64^.

# Supplementary material for: Spatial mapping of the total transcriptome by in situ polyadenylation
**Source:** Nat Biotechnol. 2022 Nov 3;41(4):513–20. doi: 10.1038/s41587-022-01517-6
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used to collect data in this study.

Data analysis

A detailed protocol for performing STRS as well as custom analysis scripts for aligning and processing STRS data can be found at <https://github.com/mckellardw/STRS>.

Preprocessing and alignment of Spatial Total RNA-Sequencing, single-nucleus total RNA-sequencing, Smart-Seq-Total, and VASA-seq data  
All code used to process and analyze these data can be found at <https://github.com/mckellardw/STRS>. An outline of the pipelines used for preprocessing and alignment is shown in Fig S1a.

Reads were first trimmed using cutadapt v3.4 to remove the following sequences: 1) poly(A) sequences from the three prime ends of reads, 2) the template switch oligonucleotide sequence from the five prime end of reads which are derived from the Visium Gene Expression kit (sequence: CCCATGTACTCTGCGTTGATACCACTGCTT), 3) poly(G) artifacts from the three prime ends of reads, which are produced by the Illumina two-color sequencing chemistry when cDNA molecules are shorter than the final read length, and 4) the reverse complement of the template switching oligonucleotide sequence from the five prime ends of reads (sequence: AAGCAGTGGTATCAACGCAGAGTACATGGG). Next, reads were aligned using either STAR v2.7.10a or kallisto v0.48.0. Workflows were written using Snakemake v6.1.0.

For STAR, the genomic reference was generated from the GRCm39 reference sequence using GENCODE M28 annotations. For STAR alignment, the following parameters, based on work by Isakova et al, were used: outFilterMismatchNoverLmax=0.05, outFilterMatchNmin=16, outFilterScoreMinOverLread=0, outFilterMatchNminOverLread=0, outFilterMultimapNmax=50. Aligned reads were deduplicated for visualization using umi-tools v1.1.2. Aligned and deduplicated reads were visualized with Integrated Genome Viewer v2.13.0. Normalized gene position plots and genomic loci profiles were generated using Qualimap v2.2.2.a.

For kallisto, a transcriptomic reference was also generated using the GRCm39 reference sequence and GENCODE M28 annotations. The

default k-mer length of 31 was used to generate the kallisto reference. Reads were pseudoaligned using the 'kallisto bus' command with the chemistry set to "VISIUM" and the 'fr-stranded' flag activated to enable strand-aware quantification. Pseudoaligned reads were then quantified using bustools v0.41.0. First, spot barcodes were corrected with 'bustools correct' using the "Visium-v1" whitelist provided in the Space Ranger software from 10x Genomics. Next, the output bus file was sorted and counted using 'bustools sort' and 'bustools count', respectively. To estimate the number of spliced and unspliced transcripts, reads pseudoaligned using kb-python v0.26.0, using the "lemanno" workflow.

Spots were manually selected based on the H&E images using Loupe Browser from 10x Genomics. Spatial locations for each spot were assigned using the Visium coordinates provided for each spot barcode by 10x Genomics in the Space Ranger software ("Visium-v1\_coordinates.txt"). Downstream analyses with the output count matrices were then performed using Seurat v4.0.4. In addition to manual selection, spots containing fewer than 500 detected features or fewer than 1000 unique molecules were removed from the analysis. Counts from multimapping features were collapsed into a single feature to simplify quantification. Gene biotype percentages were computed according to gene biotypes provided in the GENCODE M28 annotations.

Single-nucleus data were preprocessed and aligned as described above, with a different barcode whitelist matching the 10x Genomics Chromium v3 chemistry. Count matrices were filtered for cells with more than 750 unique molecules and less than 5% of reads mapping to mitochondrial genes. Counts were then log-normalized with Seurat. Cells were merged and differential gene expression analysis was performed between the standard and in-situ-polyadenylated nuclei using the 'FindMarkers()' function. A Wilcoxon ranked sum test was used for differential gene expression analysis.

Raw fastq files for VASA-drop7 samples were downloaded from GEO (GSE176588) using parallel-fastq-dump (v0.6.5). Reads were trimmed using cutadapt v3.4 to remove poly(A) and poly(G) sequences. Reads were then aligned and quantified using kallisto/BUSTools as described above. The '--technology' flag for 'kallisto bus' was set to '0,6,22:0,0,6:1,0,0' for cell barcode and UMI identification to reflect the modified fastq files authors uploaded to GEO. Gene counts from multimapping features were collapsed into a single feature.

Raw fastq files for Smart-Seq-Total samples were downloaded from GEO (GSE151334) using parallel-fastq-dump (v0.6.5). Reads were then pseudoaligned using 'kallisto quant' with the '--fragment-length' flag set to 75 and the '--sd' flag set to 10. Transcript counts were converted to gene counts according to GENCODE M28 gene symbols, then counts from multimapping features were collapsed into a single feature.

Rarefaction analysis of Visium and Spatial Total RNA-Sequencing data

Raw fastq files for each library were randomly down-sampled four times using seqtk v1.2 to final read counts totaling between 100,000 and 50,000,000 reads. Final libraries were then pseudoaligned using the kallisto pipeline described above.

Annotation-free quantification of transcriptionally active regions in single-nucleus RNA-sequencing data

The 'from\_STARsolo' version of the TAR-scRNA-seq pipeline was used with the outputs from reads aligned with STAR for single-nucleus RNA-sequencing data. Default parameters were used for 'MERGEBP' (500) and 'THRESH' (10000000) for TAR merging and filtering, respectively. Count matrices generated by TAR-scRNA-seq were subset based on cell barcodes which remained after standard quality control.

- Mature microRNA quantification

For STRS data: after trimming (see above), barcode correction with STAR v2.7.10a, and UMI-aware deduplication with umi-tools v1.1.2, reads were split across all 4992 spot barcodes and analyzed using miRge3.0 v0.0.920. Reads were aligned to the miRbase reference provided by the miRge3.0 authors. MiRNA counts were log-normalized according to the total number of counts detected by kallisto and scaled using a scaling factor of 1000. For small RNAseq data: Reads were first trimmed using trim\_galore v0.6.5. Reads were then aligned and counted using miRge3.0 v0.0.9.

- Unsupervised clustering and differential gene expression analysis of spot transcriptomes

Spot UMI counts as generated by kallisto were used. First, counts were log-normalized and scaled using default parameters with Seurat. Principal component analysis was then performed on the top 2000 most variable features for each tissue slice individually. Finally, unsupervised clustering was performed using the 'FindClusters()' function from Seurat. The top principal components which accounted for 95% of variance within the data were used for clustering. For skeletal muscle samples, a clustering resolution was set to 0.8. For heart samples, clustering resolution was set to 1.0. Default options were used for all other parameters. Finally, clusters were merged according to similar gene expression patterns and based on histology of the tissue under each subcluster.

Differential gene expression analysis was performed using the 'FindAllMarkers()' function from Seurat. Default parameters were used, including the use of the Wilcoxon ranked sum test to identify differentially expressed genes. To identify features enriched in the skeletal muscle STRS datasets, all Visium and STRS were first merged and compared according to the method used (Visium vs. STRS). To identify cluster-specific gene expression patterns, skeletal muscle samples were first clustered as described above individually. STRS samples were then merged, and differential gene expression analysis was performed across the three injury region groups.

- Cell type deconvolution of Visium and STRS datasets

Cell type deconvolution of skeletal muscle Visium and STRS data was performed as previously<sup>5</sup> using BayesPrism (previously known as "Tumor microEnvironment Deconvolution", TED, v1.0; github.com/Danko-Lab/TED). We used the "scMuscle" dataset generated in McKellar et al as a single-cell transcriptomic reference for skeletal muscle. For heart samples, we used all mock and infected single-cell RNA-sequencing samples generated by Mantri et al. Highly and differentially expressed genes across cell types were identified with differential gene expression analysis using Seurat (FindAllMarkers, using Wilcoxon Rank Sum Test). The resulting genes were filtered based on average log2-fold change (avg\_logFC > 1) and the percentage of cells within the cluster which express each gene (pct.expressed > 0.5), yielding ~1000 genes in both single-cell references. Mitochondrial and ribosomal protein genes were removed from this list, in line with recommendations from the BayesPrism authors. For each of the cell types, mean raw counts were calculated across the ~1,000 genes to generate a gene expression profile for BayesPrism. Raw counts for each spot were then passed to the run.Ted function, using the "GEP" option for input.type and default parameters for the remaining inputs. Final Gibbs theta values were used as estimates for the fraction of transcripts from each spot that were derived from each of the cell types. In plots (Fig S8, S11), a minimum threshold value for theta of 0.01 was used. For skeletal muscle, after deconvolution all spots were merged. Principal component analysis was performed on the non-thresholded BayesPrism theta values using Seurat.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Previously published spatial RNA-sequencing data were downloaded from Gene Expression Omnibus (GEO) and are available under the following accession numbers; regenerating skeletal muscle5 GSE161318, infected heart tissue GSE189636. Spatial Total RNA-Sequencing data generated in this study can be found on GEO under the accession number GSE200481. Small RNA-sequencing data are available on GEO under the accession number GSE200480. Single-nucleus RNA-sequencing data for C2C12 nuclei with and without in situ polyadenylation can be found on GEO under the accession number GSE209780. Public datasets for Smart-Seq-Total (GSE151334), VASA-seq (GSE176588), the small RNA-sequencing atlas (GSE119661), and the viral myocarditis single-cell RNA-sequencing reference (GSE189636) were downloaded from GEO. The skeletal muscle single-cell RNA-sequencing reference was downloaded as a Seurat object from Dryad (<https://datadryad.org/stash/dataset/doi:10.5061%2Fdryad.t4b8gtj34>). A detailed protocol for performing STRS as well as custom analysis scripts for aligning and processing STRS data can be found at <https://github.com/mckellardw/STRS>.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | One sample per condition was collected using the protocol in this manuscript, but six total samples were collected and compared to ensure the fidelity of the protocol developed.                                                                                                                                                                                                                                                                           |
| Data exclusions | Data collected using a previous variant of our method which used an ineffective RNase inhibitor were excluded from these analyses, but are publicly available on GEO.                                                                                                                                                                                                                                                                                       |
| Replication     | We processed six samples using the method described in this manuscript, and assessed quality of each sample to ensure the repeatability of Spatial Total RNA-Sequencing.                                                                                                                                                                                                                                                                                    |
| Randomization   | Mice, from which injured hindlimb muscles were collected, were injured and collected so that multiple time points were collected at once (up to four samples in a single day), to reduce experimental bias. Mice were randomly selected for each injury time point. Mice were also randomly selected for viral infection experiments. Final heart samples used to assess viral infection were selected based on infection phenotype as seen in H&E imaging. |
| Blinding        | During the development of the method described in this study, blinding was not necessary.                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                         |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For skeletal muscle samples, adult female C57BL/6J mice were obtained from Jackson Laboratories (#000664; Bar Harbor, ME) and were used at 6 months of age. For heart samples, confirmed pregnant female C57BL/6J mice were ordered from Jackson Laboratories to be delivered at embryonic stage E14.5. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                     |
| Ethics oversight        | The Cornell University Institutional Animal Care and Use Committee (IACUC) approved all animal protocols, and experiments were performed in compliance with its institutional guidelines.                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

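Small RNA-sequencing libraries were analysed from 12 mouse samples. Of these, 8 were whole tibialis anterior muscles (uninjured and 2, 5 and 7 dpi, 2 each) and 4 were hearts (mock and REOV-infected, 2 each). The authors trimmed the reads with trim_galore v.0.6.5, then aligned and counted them with miRge3.0 v.0.0.9. The paper names the miRBase reference of miRge3.0 for STRS reads, and the reference used for the small RNA libraries was taken to be the same. The deposited unit is the raw count per mature miRNA name, with 1927 names in each table and no normalization. The tables hold no count of 1, so a 0 can stand for a small count that was removed. STRS, Visium and single-nucleus data were not used here. Nor were the Small RNA Atlas libraries that the paper processed alongside.

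Samples were grouped by the time point or treatment that the paper and the sample labels give. The paper and the labels both give the muscles as from females. The labels add that both mock hearts were from males and both infected hearts from females. Treatment of the mock hearts is described in the paper's results as an injection of saline and in its methods as gavage of buffered saline, and they are called mock here.

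For the abundances of Fig. 2e, each count was divided by the library's total miRNA count to give CPM. These values were averaged over the libraries and put on the log2 scale without a pseudocount. The caption of Fig. 2e gives the denominator as all transcripts assigned to small RNA loci by miRge3.0. Whether that equals the miRNA total was not tested, since the deposited counts hold mature miRNAs only. The depth per library ran from 3270988 to 19140264 counts in muscle and from 14938863 to 23995898 in heart, a 7.34-fold range overall. For shares of counts in a single library, 95% Wilson intervals were computed, which cover counting error only, since the reads carry no molecular identifiers.

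Changes in abundance were tested with edgeR v.4.0.16 in R v.4.3.3 by its quasi-likelihood test, two-sided, with TMM normalization, edgeR's expression filter (minimum count 10, minimum total 15), Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The filter left 678 miRNAs in muscle and 709 in heart. The muscle libraries entered 1 fit with the time point as factor, and the heart libraries another. Each fold change is given with its standard error from the fit. Sets of miRNAs were tested with fry from limma v.3.58.1, with adjustment over 12 set tests, and the median log2 fold change of a set was placed among 10000 random lists of the same size matched on mean abundance. The sets were an immune list of 7 miRNAs and the miRNAs of the Dlk1-Dio3 region (55 hairpin stems, 75 mature miRNAs tested in muscle and 74 in heart). Shorter lists for red blood cells (3 miRNAs), slow or cardiac muscle (4) and liver (2) were examined by their calls only. The miRNAs named in the text are those the paper names or labels in Fig. 2e, the 10 most abundant in muscle and 5 in heart, the 3 largest rises and falls of each contrast among called miRNAs whose groups do not overlap, the members of the short lists and the 3 most abundant of the Dlk1-Dio3 list. Others are marked as chosen after their values were seen.

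The samples, the tests, the lists, the rule for naming and the alternatives were set before the data were examined, except the calls for the contrast of 5 with 2 dpi, their alternatives and the later tests that the closing section names. The alternatives were total counts without TMM, the size factors of DESeq2 within edgeR, scaling without miR-1a-3p, upper-quartile scaling for miR-1a-3p, no filter, a stricter filter of 10 CPM in 2 libraries, the replicate letter as a block, a fit on only the 4 libraries compared, DESeq2 v.1.42.0, camera with a preset correlation of 0.01, each list without its most abundant member, other averages for Fig. 2e including a pseudocount of 1, and leaving out each library in turn.

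The procedure was tested on simulated counts with the means, depths and trended spread of the real libraries, in which 200 miRNAs were changed by 3 on the log2 scale. In muscle 47.0% of these were recovered among 678 tested, with 0 false calls, and in heart 82.5% among 709, with 3 false calls. The set test called a shifted set of 40 simulated miRNAs and did not call an unshifted set of the same size. The simulated miRNAs varied independently, with the spread of the trend only and no counts removed. In the real libraries the spread differs between miRNAs, which may also vary together. The recovery and false calls may therefore not hold there. Effects of depth were examined by thinning the counts at random to the lowest total of the tissue, 20 times for numbers of detected miRNAs.

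The tables carry no coordinates. Hairpin genes were matched by name to the GENCODE mouse release 39 annotation of GRCm39. Of 1927 mature names, 1843 matched a hairpin gene, 26 of them after a final letter a was left out. Where a mature miRNA can come from several hairpins, all were kept. Other calculations used Python v.3.11.15 with numpy v.2.4.6, pandas v.2.3.3 and scipy v.1.17.1.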

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

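The tests by thinning and the tests of X-linked miRNAs and of sex were chosen only after the result was seen. So were the calls for the contrast of 5 with 2 dpi and the alternatives for those calls. The immune set test, the other scalings and the omission of single libraries were set before the data were examined, but their use as tests of explanations was chosen after.

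In the heart, a comparison of small RNA libraries that the paper does not report gave 23 changed miRNAs among 709 tested between REOV-infected and mock hearts, 22 higher and 1 lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, 2 hearts per group). The rule for naming, which ranks fitted folds, gave let-7f-2-3p, miR-363-5p and miR-709, each listed at 0 in both mock hearts and at 20.5 ± 3.79, 3.35 ± 0.376 and 3.18 ± 0.712 CPM in infected hearts (SD, n = 2). No fold is given for them because the tables omit the smallest counts, so their rank among the rises is uncertain. Their calls, 3 of the 23, take each listed 0 as a true count. Whether it is one was not tested. In this fit only miR-1249-3p was called lower, by 1.64 on the log2 scale (standard error 0.24, edgeR adjusted p = 0.0491). That call was kept in 3 alternatives and lost in 8, with its direction the same (adjusted p from 0.0290 in DESeq2 to 0.589 without infected replicate A). With total counts, without a filter and with the stricter filter edgeR called 0 lower (108, 120 and 61 in either direction at an unadjusted p under 0.05), while DESeq2 called 6 lower. Of the others, chosen after their values were seen, miR-21a-5p was the most abundant, with a log2 fold change of 2.81 (standard error 0.29, edgeR adjusted p = 0.0248), and miR-147-3p had the highest fold among those found in mock hearts, 5.71 on the log2 scale (standard error 0.40, edgeR adjusted p = 0.0122). Leaving out a heart leaves 1 in its group, so lost calls cannot tell dependence on that heart from the smaller design. In edgeR 0 miRNAs were called without mock replicate A (144 at an unadjusted p under 0.05), 0 without mock replicate B (238), 0 without infected replicate A (45) and 0 without infected replicate B (64), and DESeq2 was run only on all hearts, where it called 36. The direction of all 23 was the same in each of these fits. Without any 1 heart, log2 fold changes ran from 2.48 to 3.06 for miR-21a-5p and from 5.42 to 5.97 for miR-147-3p.

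Several technical explanations for the heart result are argued against by the counts. After all hearts were thinned to 14938863 counts, 22 of the 23 were still called, among 22 calls in all, which argues against depth as the whole cause. Over the other scalings at least 20 of the 23 were still called. Doubled X chromosome dosage in females cannot account for 16 of the calls, whose hairpin genes are all autosomal. The other 7 come from 5 X-linked hairpins, against 62 X-linked miRNAs among the 709 tested (Fisher's exact test, two-sided, p = 0.00223). Mir106a, Mir20b and Mir363 lie together in the lncRNA Kis2 on chromosome X, from 51830570 to 51831444, so these calls are not independent. The X-linked miRNAs tested had a median log2 fold change of 0.13, at the 93.05th percentile of matched autosomal lists (95% of lists from -0.16 to 0.18). With exact name matches only, the median was 0.15 over 61 miRNAs; both matchings were seen, and the first was kept on naming grounds. A full doubling of X-linked expression would add 1 on the log2 scale, and the median of 0.13 shows no such rise over the X-linked miRNAs as a set. Of the X-linked calls, 5 from 4 of the hairpins were found in mock hearts, with log2 fold changes from 2.97 to 4.73 and a lowest lower 95% limit of 2.24. This argues against dosage as the whole cause for these hairpins, which include that of miR-363-5p. For the 1 X-linked hairpin left, that of let-7f-2-3p, which is listed at 0 in both mock hearts, dosage and infection cannot be told apart, since a listed 0 gives no fold. A sex difference other than dosage is open for all 23, since 0 of the mock hearts were from females.

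A candidate explanation from the design is that infected hearts hold more immune cells. The immune list had a median log2 fold change of 2.47, with 7 of 7 miRNAs higher in infected hearts, where 95% of matched random lists lay between -0.39 and 0.42 (fry adjusted p = 0.0229; range over the alternatives 9.81e-11 to 0.166). Without TMM the adjusted p was 0.0551, and without any 1 heart it lay between 0.0658 and 0.141. All 7 are also present in mock hearts, the most abundant being miR-146a-5p at 795 ± 44.7 CPM against 2806 ± 401 in infected hearts and miR-142a-5p at 220.2 ± 11.0 against 1554 ± 57.8 (SD, n = 2). Of the list, 5 miRNAs were called when adjusted over the list alone and 5 over all miRNAs tested. The lymphocyte-associated members moved least, with log2 fold changes of 0.50 for miR-150-5p (edgeR adjusted p = 0.498) and 0.23 for miR-342-3p (0.914). In mock hearts miR-342-3p was at 113 CPM in replicate A and 31.5 in replicate B. Infected replicates A and B, at 93.3 and 65.4 CPM, lay between them, so its small value depends on both mock hearts. These values may reflect infiltration, induction within resident cells or the sex difference, which the libraries do not separate.

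In muscle, miRNAs outside those the paper discusses changed with injury. At 5 dpi 10 of 678 were called against uninjured muscle, 9 higher and 1 lower, and at 7 dpi 12 were called, 11 higher and 1 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). By the rule for naming, miR-6923-5p was listed at 0 in uninjured muscle and at 10.4 ± 0.894 CPM at 5 dpi and 6.57 ± 0.633 at 7 dpi, miR-1969 at 0 and then 3.23 ± 0.671 and 2.86 ± 0.692, and miR-6923-3p at 0 and 5.16 ± 1.25 at 7 dpi (SD, n = 2). These calls, 2 of the 10 at 5 dpi and 3 of the 12 at 7 dpi, take each listed 0 as a true count. Whether it is one was not tested. The Mir6923 hairpin lies in an intron of Myh3, on the same strand, on chromosome 11 from 66990630.0 to 66990701. At 5 dpi miR-34c-5p rose from 2.08 ± 0.0863 to 43.6 ± 1.19 CPM, a log2 fold change of 3.83 (standard error 0.45, edgeR adjusted p = 0.0155). The 1 lower miRNA in each contrast was miR-181a-2-3p, with -2.22 at 5 dpi (edgeR adjusted p = 0.0155) and -1.66 at 7 dpi (0.0455). Among others, chosen after their values were seen, miR-31-5p rose by 3.61 and 4.16, miR-298-5p by 3.51 and 3.68 and miR-483-3p by 3.02 and 4.31 at 5 and 7 dpi.

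The size of these muscle lists rests on single libraries. At 5 dpi edgeR called 43 without uninjured replicate A, 22 without 2 dpi replicate A, 21 without 2 dpi replicate B, 43 without 7 dpi replicate A and 33 without 7 dpi replicate B. Without 5 dpi replicate B it called 0 (89 at an unadjusted p under 0.05), and DESeq2, run on all libraries, called 86. At 7 dpi edgeR called 54 without uninjured replicate A, 6 without uninjured replicate B and 41 without 7 dpi replicate A. 

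Thinning all muscle libraries to 3270988 counts left 409 miRNAs tested. Of the calls on the full counts, 10 of 10 at 5 dpi and 11 of 12 at 7 dpi were still made, which argues against depth of the libraries as their whole cause. The number of calls itself moved, from 10 to 51 at 5 dpi, from 12 to 28 at 7 dpi, and at 2 dpi from 0 in edgeR (85 at an unadjusted p under 0.05; 49 in DESeq2) to 3. Over the other scalings of the libraries at least 9 of 10 calls were kept at 5 dpi. At 7 dpi all 12 were kept when miR-1a-3p was left out of the scaling, 9 with total counts and 6 with the size factors of DESeq2 within edgeR. Without the uninjured replicate B library alone, which leaves 1 uninjured library, 6 of 10 calls were kept at 5 dpi and 4 of 12 at 7 dpi. Over the scalings and without that library the fold changes kept their sign. Their size moved, and the smallest share of a log2 fold kept was 0.754 at 5 dpi and 0.713 at 7 dpi, both with total counts. In each of these fits the 95% interval, unadjusted, excluded 0 on the same side for all 10 at 5 dpi and all 12 at 7 dpi. The intervals come from libraries that also selected these calls, so they were likely to exclude 0 and add little. The size of the folds kept argues against scaling of the libraries and against that library as the whole cause of the folds. The calls themselves depend on both, and at 7 dpi only 6 of 12 were kept with the size factors of DESeq2 within edgeR. Regeneration after notexin is the biological explanation the design offers, and it may account for the changes as a hypothesis. Changes in the cell types present were not tested.

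The effect at 5 dpi differed from that at 2 dpi for 4 miRNAs, tested directly as a contrast of the time points, all 4 higher at 5 dpi. They were chosen after their values were seen. The log2 difference was 2.83 for miR-298-5p (standard error 0.42, edgeR adjusted p = 0.0424), 3.64 for miR-483-3p (0.53, 0.0424) and 3.38 for miR-483-5p (0.38, 0.0299), while miR-6923-5p was listed at 0 in both libraries at 2 dpi (edgeR adjusted p = 0.0405). The call for miR-6923-5p takes each listed 0 as a true count, which was not tested. Both arms of miR-483 come from 1 hairpin, in an intron of Igf2 on chromosome 7 from 142208661 to 142208733. After thinning 4 were still called, and over the scalings 4 were still called, so neither depth of the libraries nor scaling of the libraries is the whole cause. Without 2 dpi replicate A edgeR called 0 (48 at an unadjusted p under 0.05), without 5 dpi replicate B 0 (37), without 2 dpi replicate B 2 and without 5 dpi replicate A 2, while DESeq2 on all libraries called 17 (14 higher, 3 lower). The rise between these time points may belong to regeneration, as a hypothesis that 2 libraries per time point leave weakly tested.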

How the results depend on the processing

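Alternatives for the calls in the contrast of 5 with 2 dpi were chosen only after those calls were seen. All others, including those for miR-206-3p in that contrast, were set earlier. Where a library was left out, its group kept 1 library, which was assumed to vary like the other groups.

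Of the labelled miRNAs of Fig. 2e, the mean of log2(CPM + 1) moved miR-206-3p from 15.57 to 14.71, miR-127-3p from 12.17 to 11.58 and miR-145a-5p from 7.54 to 7.08 as that average gives less weight to the highest libraries. Without 7 dpi replicate B miR-127-3p was at 11.66. Each of these moves was smaller than the SD over the 8 libraries, a wide bound for these miRNAs. At least 98 of the 100 most abundant miRNAs were kept, and the lowest of them stayed between 6.49 and 6.78 on the log2 scale. Over the same fits, miR-1a-3p was not called as different over the time points, with an edgeR adjusted p of 0.434 and a range of 0.414 to 1.00 when single libraries were left out. DESeq2's likelihood ratio test gave an adjusted p of 0.0843. Its change at 2 dpi, 0.03, lies near 0 and changed sign with the stricter filter, to -0.042, and without 2 dpi replicate B, to -0.26, within a range of -0.26 to 0.28 over omitted libraries. At 5 and 7 dpi it kept its sign, but fell in size from -0.69 to -0.15 and from -0.67 to -0.20 with total counts. It grew to -0.80 and -0.89 with upper-quartile scaling and to -0.75 and -0.83 with the stricter filter. Without 5 dpi replicate B the 5 dpi value was -0.31, and without 7 dpi replicate B the 7 dpi value was -0.34.

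The rise of miR-206-3p at 5 dpi kept its direction in all fits, but its side of the threshold depended on the processing. Its log2 fold change was 3.17 (edgeR adjusted p = 0.0613), 3.74 with total counts (0.0376), 3.28 without a filter (1.78e-11), 3.01 with the stricter filter (0.0229) and 3.14 in DESeq2 (adjusted p = 6.09e-06). It stayed above the threshold with the size factors of DESeq2 within edgeR (0.0637), without miR-1a-3p (0.0601) and in the fit on only the 4 libraries compared (0.0549). With libraries left out it ran from 2.94 to 3.62, with adjusted p from 0.00568 to 0.136, and passed without 2 dpi replicate A (0.00792) or B (0.00904) and without 7 dpi replicate A (0.00568) or B (0.0128). At 7 dpi the log2 fold change was 3.44 (edgeR adjusted p = 0.0612). It passed the threshold with total counts (0.0361), without a filter (1.30e-13), with the stricter filter (0.0264), on only the 4 libraries compared (0.0462) and in DESeq2 (7.36e-07). It did not pass with the size factors of DESeq2 within edgeR (0.0736) or without miR-1a-3p in the scaling (0.0599). With libraries left out it ran from 3.28 to 3.91, with adjusted p from 0.00553 to 0.0861. The 2 dpi value changed sign without 2 dpi replicate B, to -0.15, within a range of -0.15 to 1.77.

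Counts of changed miRNAs moved with the filter and the tool. Without a filter, edgeR called 59 at 2 dpi, 97 at 5 dpi (74 higher, 23 lower), 102 at 7 dpi (81 higher, 21 lower) and 20 for 5 against 2 dpi. The estimated prior degrees of freedom were then infinite, against 3.05 with the filter, so all miRNAs share a single spread in that fit. The stricter filter gave 9, 39 (25 higher, 14 lower) and 50 (29 higher, 21 lower) at 2, 5 and 7 dpi among 263 tested. DESeq2 gave 49 at 2 dpi, 86 at 5 dpi (55 higher, 31 lower), 100 at 7 dpi (66 higher, 34 lower), 17 for 5 against 2 dpi (14 higher, 3 lower) and 36 in the heart (30 higher, 6 lower). Its adjusted p was not given for 79, 66 and 119 miRNAs at 2, 5 and 7 dpi, which were not counted as lost. At 2 dpi edgeR with the filter called 0 (85 at an unadjusted p under 0.05). Total counts without TMM raised the 5 dpi count to 16, and the size factors of DESeq2 within edgeR lowered the 7 dpi count to 6 (6 higher, 0 lower), all of them among the 12. On only the 4 libraries compared, edgeR called 0 at 5 dpi (94 at an unadjusted p under 0.05; DESeq2 was not run on this subset) and 7 at 7 dpi. The cause of these shifts was not tested. Scaling by total counts moved the median of all miRNAs to 0.15 at 2 dpi, 0.66 at 5 dpi and 0.62 at 7 dpi, against 0, 0.08 and 0.14 with TMM, and to 0.33 for 5 against 2 dpi, so changes on that scale include this shift.

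With single libraries left out, the count ran from 0 to 10 at 2 dpi, 0 to 43 at 5 dpi, 6 to 54 at 7 dpi and 0 to 6 for 5 against 2 dpi, and was 0 in each heart fit. At 2 dpi edgeR called 1 without uninjured replicate A, 3 without 2 dpi replicate B, 10 without 7 dpi replicate A and 2 without 7 dpi replicate B. These fits test more miRNAs than the fit on all libraries. The called miRNAs themselves kept their direction in every alternative that tested them. Of 158 such values at 5 dpi 123 stayed past the threshold, of 189 at 7 dpi 142, and of 249 in the heart 145.

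The medians of the immune list at 2, 5 and 7 dpi and in the heart kept their direction under each alternative run for them. So did those of the Dlk1-Dio3 list at 5 and 7 dpi. The immune list in the heart was not run without its most abundant member. The other set tests have no alternatives. The immune list in infected hearts, with fry adjusted p = 0.0229, lost the threshold with total counts (median log2 fold change 2.47, 0.0551), the size factors of DESeq2 (2.42, 0.0505), the stricter filter (2.33, 0.0621) and omission of any heart (2.30 to 2.63, 0.0658 to 0.141). The cause was not tested. The Dlk1-Dio3 list at 5 dpi, with a median of 0.72 and fry adjusted p = 0.375, passed only under camera, with its preset correlation (0.00385). At 2 dpi the immune list stayed short of the threshold under each alternative, with adjusted p from 0.0660 under camera to 0.381. Camera called the immune list at 5 and 7 dpi and in the heart and the Dlk1-Dio3 list at 5 and 7 dpi. In the same fits on all libraries fry called only the immune list in the heart, a call that was lost in 8 alternatives. On only the 4 libraries compared, fry also called the immune list at 7 dpi (0.0436).

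The paper's reporting summary states that muscles of several time points were collected together, up to 4 in a day, but not which samples share a day, so a shared day under the letters A and B cannot be ruled out. Deviations of same-lettered muscle libraries correlated between -0.11 and 0.09, and those of the hearts at 0.04. With the letter as a replicate block, edgeR called 0 at 2 dpi (72 at an unadjusted p under 0.05), 9 at 5 dpi, 6 at 7 dpi, 1 for 5 against 2 dpi and 25 in the heart. The block gave miR-206-3p at 5 dpi a log2 fold change of 3.21 (adjusted p = 0.0362), at 7 dpi 3.52 (0.0304), and the immune list in the heart a median of 2.47 (adjusted p = 0.166).

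Depth limits low counts most. In 5 dpi replicate A 2 counts correspond to 0.611 CPM, and miRNAs near that level cannot be compared with the deeper libraries.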

Differences from the paper's values

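The numbers of libraries matched those of the paper. No average that could be read from Fig. 2e differed by more than both 1.5-fold and the SD of log2 CPM over the 8 libraries. That SD includes differences between time points and was 1.89 for miR-206-3p, so this rule could miss a large difference for such miRNAs. Readings by eye of the labelled miRNAs differed from the log2 mean CPM by 0.213 on average. The denominators may differ, since the caption of Fig. 2e names all transcripts at small RNA loci.

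The order of 1 miRNA differed. Fig. 2e places miR-206-3p to the left of let-7a-5p, let-7f-5p, miR-26a-5p and miR-486a/b-5p on the small RNA-sequencing axis, at about 15 in Fig. 2e, read by eye. Here miR-206-3p was at 15.57 (rank 4), above let-7f-5p at 15.34, miR-26a-5p at 15.22 and let-7a-5p at 14.76 and below miR-486a/b-5p at 15.95. Of the alternatives set before the data were examined, the mean of log2(CPM + 1) put miR-206-3p at 14.71 (rank 8), below let-7a-5p (rank 7), miR-26a-5p (rank 6), let-7f-5p (rank 5) and miR-486a/b-5p (rank 3), as in the figure.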

Other observations

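The tests of uninjured replicate B by thinning and by its smallest count were chosen only after the result was seen. So was the use of the rotation test of the Dlk1-Dio3 list and of the scalings for miR-206-3p as tests of explanations, although both had been set before the data were examined, as had the other tests of that list.

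Whole-muscle libraries can be set beside what the paper states for STRS. The paper describes miR-1a-3p as static over the time points, and here no difference over them was called (edgeR adjusted p = 0.434), which does not show that there is none. By CPM, both libraries at 2 dpi lay above both uninjured libraries and both at 7 dpi below them. The paper describes miR-206-3p as high in the injury locus at 5 dpi and very low at other time points. In whole muscle its mean abundance was as high at 7 dpi as at 5 dpi, with a log2 difference of 0.28 between them (standard error 0.60, edgeR adjusted p = 1.00). The log2 difference between 5 and 2 dpi was 2.06 (standard error 0.62, edgeR adjusted p = 0.508). The range of its adjusted p over the alternatives was 1.46e-04 to 0.940, and it passed the threshold without a filter and in DESeq2 (0.0341). Over the scalings the log2 fold change at 7 dpi against uninjured muscle was at least 3.40, so scaling of the libraries is argued against as its source. The paper calls the source entire muscles but gives a fixed mass of tissue for each RNA extraction. Bulk libraries therefore average over the tissue extracted, which may be part of a muscle. The difference between the assays was not tested. No biological explanation for a difference between the assays was tested.

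The lncRNA Meg3, which the paper places in the injury locus at 5 dpi, lies between Dlk1 and Dio3 on chromosome 12 of GRCm39, from 109506877 to 109538165. The region from 109418749 to 110247531 also holds all 55 hairpin stems of the Dlk1-Dio3 list. The hypothesis was that these miRNAs rise with Meg3. At 5 dpi their median log2 fold change was 0.72 (mean 1.36, 59 of 75 higher), above 95% of matched random lists (-0.26 to 0.40), which argues against a chance choice of miRNAs. The lowest median over the scalings was 0.70. Without uninjured replicate B it was 0.35 over 79 miRNAs, against random lists from -0.23 to 0.23, so that library alone is not the source, although the size of the median depends on single libraries. It was 1.64 without uninjured replicate A and 0.27 without 5 dpi replicate B. The rotation test fry gave an adjusted p of 0.375 (range over the alternatives 0.00385 to 0.616), so variation between libraries shared by the miRNAs of the cluster stays open and cannot be told apart from an effect of injury with 2 libraries per time point. At 7 dpi the median was 1.08 (63 of 75 higher, fry adjusted p = 0.218; range over the alternatives 1.52e-04 under camera to 0.468). It was 2.22 without uninjured replicate A and 0.60 without 7 dpi replicate B. At 2 dpi the median was -0.05, while the mean was 0.23 and fry's direction was up (adjusted p = 0.929). In infected hearts it was -0.33 (14 of 74 higher, fry adjusted p = 0.408), below 95% of matched random lists (-0.05 to 0.28), so the list lay outside random lists in the opposite direction there. For miR-127-3p, miR-541-5p and miR-379-5p, mock replicate A was the highest heart, at 6989, 1289 and 1894 CPM. Mock replicate B was at 2792, 635 and 943 CPM. Infected replicate A was at 2838, 809 and 1003 and infected replicate B at 2656, 839 and 892. Whether the median of the list in hearts rests on mock replicate A was not tested. In edgeR 0 miRNAs of the list were called at 2, 5 or 7 dpi or in infected hearts, whether adjusted over the list alone or over all miRNAs, while 3, 9, 19 and 8 had an unadjusted p under 0.05. DESeq2, adjusted over all miRNAs, called 1, 5, 15 and 2 of the list. For the most abundant members at 7 dpi, log2 fold changes were 1.90 for miR-127-3p (edgeR adjusted p = 0.191), 1.01 for miR-541-5p (0.146) and 1.54 for miR-379-5p (0.106). The rise with injury may be coordinated, as a hypothesis that the rotation test did not bear out.

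The immune list in muscle had median log2 fold changes of 0.98 at 2 dpi (5 of 7 higher, fry adjusted p = 0.218), 1.59 at 5 dpi (5 of 7, 0.104) and 1.57 at 7 dpi (7 of 7, 0.104). The 2 dpi median moved with single libraries and was 0.34 without 2 dpi replicate A and 1.42 without 2 dpi replicate B. Camera gave 0.0191 at 5 and at 7 dpi, and fry on only the 4 libraries compared gave 0.0436 at 7 dpi, while the adjusted p ran up to 0.273 over the alternatives at both time points. Adjusted over the list alone, 2, 5 and 4 miRNAs were called at 2, 5 and 7 dpi, against 0, 1 and 0 over all miRNAs in edgeR (4, 5 and 4 at an unadjusted p under 0.05) and 2, 5 and 3 in DESeq2. The single call was miR-223-3p at 5 dpi, with a log2 fold change of 3.41 (standard error 0.60, edgeR adjusted p = 0.0483). Where these miRNAs come from was not tested in muscle.

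The short lists moved as follows. Adjusted over the list alone, 3, 3 and 2 of the 3 red blood cell miRNAs were lower at 2, 5 and 7 dpi, against 0 over all miRNAs in edgeR (3, 3 and 2 at an unadjusted p under 0.05) and 3, 2 and 2 in DESeq2. In infected hearts 3 of 3 were higher and neither tool called any. Of these, miR-451a had log2 fold changes of -1.92, -1.37 and -1.28 in muscle (edgeR adjusted p = 0.240, 0.243 and 0.247) and 0.65 in heart (0.669). The values rest on uninjured muscle, where replicate A held 143 and replicate B 44.3 TMM-normalized CPM. Of the 4 slow or cardiac muscle miRNAs, 1 was called at 5 dpi and 1 at 7 dpi over the list alone, against 0 over all miRNAs in edgeR (1 and 1 at an unadjusted p under 0.05) and 1 and 1 in DESeq2. At both time points this was miR-206-3p, whose rise is described above. The list therefore adds no separate sign of slow or cardiac muscle. The heart-enriched miR-208a-3p stood at 2.74 ± 2.10 CPM in uninjured muscle against 809 ± 689 in mock hearts (SD, n = 2), and miR-499-5p at 13.8 ± 3.57 against 1838 ± 921. Of the 2 liver miRNAs, miR-122-5p was at 1.35 ± 1.03 CPM in uninjured muscle and 4.72 ± 2.90 in mock hearts, and 1 of the list, miR-192-5p, was called lower at 7 dpi over the list alone (log2 fold change -1.05, edgeR adjusted p over all miRNAs = 0.155; called by DESeq2). The miR-192-5p value depends on the uninjured libraries, which were at 123 CPM in replicate A and 230 in replicate B. The 7 dpi replicates A and B were at 108 and 128 CPM. No explanation was tested for these lists.

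Uninjured replicate B listed the fewest miRNAs, 456, at a total of 16831872 counts, while 5 dpi replicate A listed 480 at 3270988. Depth of the library is argued against, because after thinning to the lowest total it still had the fewest, 439.3 at 2 or more counts, against 538.5 in uninjured replicate A. A higher counting minimum in that library is argued against too, since its smallest count above 0 is 2, as in the other muscle libraries. RNA quality and library complexity could still differ and were not tested. No biological explanation was tested, since both libraries came from uninjured muscle. Whether they share a mouse is not stated.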
